# Genomics based analysis of interactions between developing B-lymphocytes and stromal cells reveal complex interactions and two-way communication

**DOI:** 10.1186/1471-2164-11-108

**Published:** 2010-02-12

**Authors:** Jenny Zetterblad, Hong Qian, Sasan Zandi, Robert Månsson, Anna Lagergren, Frida Hansson, David Bryder, Nils Paulsson, Mikael Sigvardsson

## Abstract

**Background:**

The use of functional genomics has largely increased our understanding of cell biology and promises to help the development of systems biology needed to understand the complex order of events that regulates cellular differentiation *in vivo*. One model system clearly dependent on the integration of extra and intra cellular signals is the development of B-lymphocytes from hematopoietic stem cells in the bone marrow. This developmental pathway involves several defined differentiation stages associated with specific expression of genes including surface markers that can be used for the prospective isolation of the progenitor cells directly from the bone marrow to allow for *ex vivo *gene expression analysis. The developmental process can be simulated *in vitro *making it possible to dissect information about cell/cell communication as well as to address the relevance of communication pathways in a rather direct manner. Thus we believe that B-lymphocyte development represents a useful model system to take the first steps towards systems biology investigations in the bone marrow.

**Results:**

In order to identify extra cellular signals that promote B lymphocyte development we created a database with approximately 400 receptor ligand pairs and software matching gene expression data from two cell populations to obtain information about possible communication pathways. Using this database and gene expression data from NIH3T3 cells (unable to support B cell development), OP-9 cells (strongly supportive of B cell development), pro-B and pre-B cells as well as mature peripheral B-lineage cells, we were able to identify a set of potential stage and stromal cell restricted communication pathways. Functional analysis of some of these potential ways of communication allowed us to identify BMP-4 as a potent stimulator of B-cell development *in vitro*. Further, the analysis suggested that there existed possibilities for progenitor B cells to send signals to the stroma. The functional consequences of this were investigated by co-culture experiments revealing that the co-incubation of stromal cells with B cell progenitors altered both the morphology and the gene expression pattern in the stromal cells.

**Conclusions:**

We believe that this gene expression data analysis method allows for the identification of functionally relevant interactions and therefore could be applied to other data sets to unravel novel communication pathways.

## Background

The development of mature blood cells from haematopoietic stem cells is a process involving a gradual loss of multi-lineage potential and a subsequent gain of lineage restricted cellular features. The maturation process is reflected in surface marker expression allowing for sorting of cells at defined stages of development and for detailed functional and molecular analysis of stage specific events [1,2]. This has revealed that the differentiation process is critically dependent on a set of transcription factors that appears to act in a hierarchical and coordinated manner to activate the correct genes and allow the developmental pathway to proceed [3]. However, the action of transcription factors and the outcome of the developmental process are also highly dependent on communication with other cells in the bone marrow (BM) micro-environment [4,5]. One of the most carefully investigated developmental pathways in the BM is the differentiation of B-lymphoid cells. The earliest B cell progenitors are responsive to the stimulatory action of the chemokine CXCL12 (SDF-1) [6,7] produced by BM stromal cells [8], acting via the CXCR4 receptor on the pro-B cells [9,10]. CXCL12 is produced by stromal cells scattered in the BM, possibly creating a distinct anatomical niche for the earliest stages of B-lymphoid development [8]. These early cells are also supported by the action of FL-ligand, that via the FLT-3 receptor [11,12] stimulate lymphoid primed multipotent progenitors (LMPPs [13]) to proceed into the lymphoid lineages [14]. The subsequent developmental stage in B-lymphocyte development display a critical need for the cytokine IL-7 and mice deficient in either the cytokine or the α component (IL-7Rα) of the hetero-dimeric receptor, display disturbances in differentiation in both B and T lymphocyte development [15,16]. The phenotype observed in these mice is further enhanced by the combined disruption of both the IL-7Rα and FL genes where the block of B cell development is nearly complete [17,18]. It has been reported that ectopic expression of a second ligand for the IL7Rα subunit, Thymic Stromal Lympho Protein (TSLP) [19], can rescue the B-cell defects in IL-7 deficient mice arguing for partially redundant functions of IL-7 and TSLP [20]. However, mice deficient in TSLP develop an apparently normal B-cell compartment suggesting that the central factor *in vivo *is IL-7 [21]. Later stages of B cell development has been suggested to be dependent on contact with supporting cells since hematopoietic cells deficient in RANK ligand are impaired in their ability to reconstitute the B220^+^IgM^+ ^immature progenitor compartment upon transplantation into wild type mice [22]. Thus, it is apparent that normal B-lymphopoiesis is dependent on communication and contact between the developing cell and surrounding cells like BM stroma cells [5]. Even if a set of critical factors for normal development has been identified, it is reasonable to presume that the cells are exposed to a much larger number of signals that may influence normal as well as malignant B-cell growth and maturation.

In order to identify potential communication pathways involved in the regulation of blood cell development, we have developed a bioinformatic tool, Genomics based Cell-cell Interaction analysis (GCINT) where gene expression microarray data from two different cell types can be used to unravel possible means of signaling in the cellular interphase. The analysis is based on a database containing verified receptor ligand pairs and a second database that allows input of normalized gene expression data from two different cell types. The data is then analyzed so to unravel potential means of communication based on matching expression of receptors and ligands. This allowed us to identify novel potential communication pathways, some of which were functionally investigated by *in vitro *differentiation of hematopoietic progenitors. In addition, the analysis revealed that the presence of blood cells has a direct impact on the gene expression of the stromal cells suggesting that the interaction involve a complex two-way communication.

## Methods

### GCINT analysis

GCINT is a database made in Microsoft Access, specialized in matching known receptor-ligand interactions using the locus link number from the microarrays. All arrays used for GCINT analysis were normalized together using RMA Express adding absent/present classification. Known receptor-ligand pairs identified by NCBI http://www.ncbi.nlm.nih.gov and Genecards http://www.genecards.org searches (Excel sheet in Additional file 1) were manually imported to the database. In order to be processed by the database microarray data have to contain: probe set, accession, description, intensity values, absent/present call and gene name, in a text file. In brief we have used affylmGUI [23] to RMA normalized gene expression data and compared the gene expression of each hematopoetic population with OP9 cells with P-value <0.01. The obtained gene lists was then analyzed in GCINT to extract existing receptor-ligands based on presence call in at least one population. In order to compare the expression of relevant genes in NIH3T3 and MC3T3 cells, the RMA normalized expression values were extracted from dChip [24] and inserted into the tables (Table 1, 2, 3, 4, 5, 6, 7 and 8 and additional files 2, 3, 4, 5, 6, 7, 8 and 9). Gene expression data from hematopoietic cells were collected from [25-28] (GO accession numbers GSE8407, GSE7302 and GSE11110) while gene expression data from OP9 stroma cells, NIH3T3 fibroblasts and MC3T3 Osteoblasts were generated for this study and has been deposited in GO (accession number GSE19729). The Mirosoft Acess database will be freely available upon request.

**Table 1:** Analysis of communication pathways for Long Term Hematopoietic Stem Cells (LT-HSC)

Gene expressed in LT-HSC	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
activin receptor IIB	267	bone morphogenetic protein 4	1335	66	252
bone morphogenetic protein 4	169	bone morphogenetic protein receptor, type 1A	497	274	384
chemokine (C-X-C motif) receptor 4	372	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	149	epiregulin	422	288	153
insulin-like growth factor 2	105	insulin-like growth factor 2 receptor	535	1772	1704
Integrin alpha 4	1675	junction adhesion molecule 2	201	16	26
integrin beta 1 (fibronectin receptor beta)	307	junction adhesion molecule 2	201	16	26
integrin beta 2	558	junction adhesion molecule 3	152	42	204
jagged 2	222	Notch gene homolog 3 (Drosophila)	367	161	48
oncostatin M	115	oncostatin M receptor	1151	1349	131
epidermal growth factor receptor	149	transforming growth factor alpha	261	13	21
Integrin alpha 4	1675	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	307	vascular cell adhesion molecule 1	692	182	929
integrin beta 7	329	vascular cell adhesion molecule 1	692	182	929
kinase insert domain protein receptor	311	vascular endothelial growth factor A	179	1006	169

**Table 2:** Analysis of communication pathways for Multipotent progenitors (MPP)

Gene expressed in MPP	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
activin receptor IIB	183	bone morphogenetic protein 4	1335	66	252
Bone morphogenetic protein 15	413	bone morphogenetic protein receptor, type 1A	327	377	287
bone morphogenetic protein 4	112	bone morphogenetic protein receptor, type 1A	327	377	287
chemokine (C-X-C motif) receptor 4	264	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	231	epiregulin	422	288	153
insulin-like growth factor 2	271	insulin-like growth factor 2 receptor	535	1772	1704
interleukin 1 receptor, type I	123	interleukin 1 receptor antagonist	3515	16	10
integrin alpha 4	278	junction adhesion molecule 2	201	16	26
integrin beta 1 (fibronectin receptor beta)	180	junction adhesion molecule 2	201	16	26
integrin beta 2	507	junction adhesion molecule 3	152	42	204
oncostatin M	157	oncostatin M receptor	1151	1349	131
epidermal growth factor receptor	231	transforming growth factor alpha	261	13	21
integrin alpha 4	278	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	180	vascular cell adhesion molecule 1	692	182	929

**Table 3:** Analysis of communication pathways for Lymphoid primed Multipotent Progenitors (LMPP)

Gene expressed in LMPP	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
activin receptor IIA	131	bone morphogenetic protein 4	1335	66	252
activin A receptor, type 1	107	bone morphogenetic protein 4	1335	66	252
bone morphogenetic protein 4	277	bone morphogenetic protein receptor, type 1A	497	274	384
epidermal growth factor receptor	189	epiregulin	422	288	153
insulin-like growth factor 2	139	insulin-like growth factor 2 receptor	535	1772	1704
interleukin 2 receptor, gamma chain	2115	interleukin 7	189	92	255
oncostatin M	178	oncostatin M receptor	1151	1349	131
chemokine (C-X-C motif) receptor 4	290	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	189	transforming growth factor alpha	261	13	21
tumor necrosis factor	102	tumor necrosis factor receptor superfamily, member 1a	1974	959	1143
tumor necrosis factor	102	tumor necrosis factor receptor superfamily, member 1b	108	721	108
integrin alpha 4	268	vascular cell adhesion molecule 1	692	182	929
integrin beta 7	453	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	173	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	173	junction adhesion molecule 2	201	16	26
integrin alpha 4	268	junction adhesion molecule 2	201	16	26
integrin beta 2	484	junction adhesion molecule 3	152	42	204

**Table 4:** Analysis of communication pathways for Common Lymphoid Progenitors (CLP)

Gene expressed in CLP	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
interleukin 2 receptor, gamma chain	3021	interleukin 7	189	92	255
chemokine (C-X-C motif) receptor 4	2121	chemokine (C-X-C motif) ligand 12	12222	23	798
integrin alpha 4	1982	vascular cell adhesion molecule 1	692	182	929
integrin alpha 4	1982	junction adhesion molecule 2	201	16	26
integrin beta 2	920	junction adhesion molecule 3	152	42	204
Bone morphogenetic protein 15	645	bone morphogenetic protein receptor, type 1A	497	274	384
chemokine (C-C motif) receptor 9	443	chemokine (C-C motif) ligand 25	123	55	100
insulin-like growth factor 2	282	insulin-like growth factor 2 receptor	535	1772	1704
epidermal growth factor receptor	193	epiregulin	422	288	153
epidermal growth factor receptor	193	transforming growth factor alpha	261	13	21
interleukin 1 receptor, type I	180	interleukin 1 receptor antagonist	3515	16	10
activin receptor IIB	166	bone morphogenetic protein 4	1335	66	252
interleukin 1 receptor, type II	127	interleukin 1 receptor antagonist	3515	16	10
oncostatin M	112	oncostatin M receptor	1151	1349	131

**Table 5:** Analysis of communication pathways for Granolocyte Monocyte Progenitors (GMP)

Gene expressed in GMP	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
chemokine (C-X-C motif) receptor 4	768	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	182	epiregulin	422	288	153
interleukin 2 receptor, gamma chain	869	interleukin 7	189	92	255
integrin alpha 4	171	junction adhesion molecule 2	201	16	26
integrin beta 1 (fibronectin receptor beta)	122	junction adhesion molecule 2	201	16	26
integrin beta 2	969	junction adhesion molecule 3	152	42	204
epidermal growth factor receptor	182	transforming growth factor alpha	261	13	21
integrin alpha 4	171	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	122	vascular cell adhesion molecule 1	692	182	929
neuropilin 1	120	vascular endothelial growth factor A	179	1006	169
neuropilin 1	120	vascular endothelial growth factor B	174	191	639

**Table 6:** Analysis of communication pathways for progenitor B-cells (Pro-B)

Gene expressed in ProB	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
activin receptor IIA	139	bone morphogenetic protein 4	1335	66	252
activin receptor IIB	178	bone morphogenetic protein 4	1335	66	252
CD28 antigen	439	CD80 antigen	462	38	71
epidermal growth factor receptor	193	Epiregulin	422	288	153
insulin-like growth factor 2	113	insulin-like growth factor 2 receptor	535	1772	1704
interleukin 2 receptor, gamma chain	3348	interleukin 7	189	92	255
L1 cell adhesion molecule	596	neural cell adhesion molecule 1	129	740	545
oncostatin M	143	oncostatin M receptor	1151	1349	131
platelet derived growth factor, B polypeptide	122	platelet derived growth factor receptor, alpha polypeptide	2140	1066	445
platelet derived growth factor, B polypeptide	122	platelet derived growth factor receptor, beta polypeptide	1829	505	1782
chemokine (C-C motif) receptor 2	141	chemokine (C-C motif) ligand 2	239	3362	362
chemokine (C-C motif) receptor 9	376	chemokine (C-C motif) ligand 25	123	55	100
chemokine (C-X-C motif) receptor 4	702	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	193	transforming growth factor alpha	261	13	21
integrin alpha 4	413	vascular cell adhesion molecule 1	692	182	929
integrin beta 7	2879	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	130	vascular cell adhesion molecule 1	692	182	929
neuropilin 1	333	vascular endothelial growth factor A	275	1872	387
kinase insert domain protein receptor	389	vascular endothelial growth factor A	275	1872	387
integrin beta 1 (fibronectin receptor beta)	130	junction adhesion molecule 2	201	16	26
integrin alpha 4	413	junction adhesion molecule 2	201	16	26
integrin beta 2	4429	junction adhesion molecule 3	152	42	204

**Table 7:** Analysis of communication pathways for pre-B cells (pre-B)

Gene expressed in PreB	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
chemokine (C-X-C motif) receptor 4	1526	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	177	Epiregulin	422	288	153
interleukin 2 receptor, gamma chain	2147	interleukin 7	189	92	255
integrin alpha 4	199	junction adhesion molecule 2	201	16	26
integrin beta 2	1438	junction adhesion molecule 3	152	42	204
oncostatin M	101	oncostatin M receptor	1151	1349	131
epidermal growth factor receptor	177	transforming growth factor alpha	261	13	21
integrin alpha 4	199	vascular cell adhesion molecule 1	692	182	929

**Table 8:** Analysis of communication pathways for mature B-cells (B-cells)

Gene expressed in MatureB	Mean Intensity	Corresponding gene in stroma	Mean Intensity	NIH3T3	Osteoblasts
chemokine (C-X-C motif) receptor 4	1275	chemokine (C-X-C motif) ligand 12	12222	23	798
epidermal growth factor receptor	145	Epiregulin	422	288	153
interleukin 2 receptor, gamma chain	2746	interleukin 7	189	92	255
Integrin alpha 4	1640	junction adhesion molecule 2	201	16	26
integrin beta 1 (fibronectin receptor beta)	235	junction adhesion molecule 2	201	16	26
integrin beta 2	1781	junction adhesion molecule 3	152	42	204
lymphotoxin A	540	lymphotoxin B receptor	965	285	519
transforming growth factor, beta 1	718	Similar to Ornithine decarboxylase (ODC)	197	146	14
epidermal growth factor receptor	145	transforming growth factor alpha	261	13	21
transforming growth factor, beta 1	718	transforming growth factor, beta receptor II	171	85	253
transforming growth factor, beta 1	718	transforming growth factor, beta receptor III	3653	3429	1152
lymphotoxin A	540	tumor necrosis factor receptor superfamily, member 1a	1974	959	1143
lymphotoxin A	540	tumor necrosis factor receptor superfamily, member 1b	108	721	108
Integrin alpha 4	1640	vascular cell adhesion molecule 1	692	182	929
integrin beta 1 (fibronectin receptor beta)	235	vascular cell adhesion molecule 1	692	182	929
integrin beta 7	942	vascular cell adhesion molecule 1	692	182	929

Tables 1, 2, 3, 4, 5, 6, 7 and 8. Receptor ligand pairs identified as possible means of communication between a model stroma cell line OP9 and sorted hematopoietic cells from the mouse bone marrow. Expression values observed in fibroblastic NIH3T3 and osteoblastic MC3T3 cells are included to allow for the identification of stromal cell specific interactions. The diagram only display receptor ligand pairs were genes on the hematopoietic array as well as of the stromal cells arrays have a normalized expression value above 100. Full lists of potential interactions can be found in Additional files 2, 3, 4, 5, 6, 7, 8 and 9. For sorted cells as well as OP9 the value is a mean out of 2 experiments for complete list of genes for each cell type see Additional files 2, 3, 4, 5, 6, 7, 8 and 9.

### Tissue culture conditions and cell lines

BAF3 cells were maintained in RPMI (PAA) supplemented with 10% fetal calf sera (FCS) (Hyclone), 10mM HEPES (Gibco), 50 μM 2-mercaptoethanol (Gibco), 50 μg/ml Gentamicin (Invitrogen). The culturing media was also supplemented with 5% conditioned media from confluent WEHI3 cells, as source of interleukin-3. 230-238 cells were grown in RPMI supplemented with 10% FCS (Hyclone) and 50 μg/ml Gentamicin (Invitrogen). FDC-P1 cells were maintained in Iscove's Modified Dulbecco's Media (PAA) supplemented with 10% FCS (Hyclone) 10% WEHI3 conditioned media and 50 μg/ml Gentamicin (Invitrogen). NIH3T3 and MC3T3 cells were propagated in Dulbecco's Modified Eagle Medium (Gibco) supplemented with 10% FCS (Hyclone) and 50 μg/ml Gentamicin (Gibco). OP9 and OP9 Strawberry were maintained in OptiMEM (Gibco) supplemented with 10% FCS, 50 μg/ml Gentamicin (Invitrogen). Adherent cells were treated with 0,1% Trypsin/EDTA (Gibco) before passage. All cells were maintained in 37°C 5% CO_2_.

### Isolation and purification of cells

Purification of LSK cells was performed as described in [28]. Femur and tibia were taken from 10-16 week old C57BL/6 mice, crushed to obtain suspension cells. BM cells were enriched in KIT^+ ^(CD117+) cells using anti-CD117 immuno magnetic beads (Miltenyi Biotechnology) and separated in an Auto MACS column (Miltenyi Biotechnology). BM cells were stained for Sca-1 Fitc (EB-161.7), CD117 APC (2B8) and Linage PeCy5: CD3 (17A2), CD4 (GK1.5), Gr1 (RB6-8C5), CD19 (6D5), Mac1(M1/70), NK.1(PK136) and Ter119 (Ter 119) (All from Biolegend) after blocking unspecific binding by CD 16/32 (93) antibody (Biolegend). Sca^+ ^Kit^+ ^Lin^- ^cells were sorted with BD FACS Aria Special Order System™. Animals were housed in the animal facility at Linköping University and the experiments were conducted according to the instructions and with the permission from Linköping ethical committee.

### Generation of Strawberry fluorescent OP9

mStrawberry vector was kindly provided by Dr R. Tsien UCSD. The mStrawberry gene was cloned between the BamH1 and EcoR1 sites in a pBabe-Puro vector. In order to produce retrovirus, pBabe Strawberry encoding plasmid was transfected in to Phoenix packaging cells using Lipofectin (Invitrogen). Transfected cells were selected in 2 μg/ml puromycin (Sigma Aldrich) for 1 week. Viral supernatant were collected and used for infection of OP9 cells by incubation for 8 hours in the presence of 0,5 ug/ml polybren (Sigma Aldrich). Infected OP9 cells were sorted for high expression of Strawberry detected by FACS Aria Special Order™ System using TxRed channel.

### In vitro B-lymphoyte differentiation experiments

15 000 OP9 or 20 000 NIH3T3 cells were suspended in 1 ml optiMEM (Gibco) supplemented with 10% FCS (Hyclone), 25 mM HEPES (Gibco), 50 μg/ml Gentamicin (Gibco) 50 μM 2-mercaptoethanol (Gibco) and seeded into each well of a 24 well plate. LSK cells were sorted, suspended in optiMEM (Gibco) supplemented with 10% FCS (Hyclone), 25 mM HEPES (Gibco), 50 μg/ml Gentamicin (Gibco) 50 μM 2-mercaptoethanol (Gibco) at a density of 100 cells/ml. This cell suspension was used to replace the medium in the wells containing OP9 or NIH3T3 cells that within 4 hours adhere to the bottom of the wells to form a feeder layer. The cultures were then supplemented with cytokines IL-7, FL, (Both at a concentration of 10 ng/ml) CXCL12, (All from Peprotech) BMP4, IL1ra (All at a concentration of 30 ng/ml) (Both from Prospec) as indicated. Cells were maintained in 37°C 5% CO_2 _for 7 days, where after 50% of the upper layer of media was replaced and 1 ml of new cytokine containing media were added. At day 14 suspension cells were gently removed from the wells to be stained with B220 PE (RA36B2) (BecktonDickinson), CD19 PECy5 (6D5), Mac1 FITC (M/70) (All from Biolegend), analyzed on FACS Calibur (BecktonDickinson). The flow data was further analyzed with the FlowJo (Tree star Incorparated) software.

### Microarray analysis

RNA was prepared using RNeasy mini kit with DNase treatment of the column (Qiagen). Concentration of obtained RNA was measured by Nanodrop™ and the RIN value were estimated on the Bioanalyzer (Agilent™). RNA was labeled and amplified according to Affymetrix™ GeneChip Expression Analysis Technical Manual, and hybridized to GeneChip Mouse Genome 430 2.0 Array. Chips were scanned using Affymetrix GeneChip™ Scanner. The data were analyzed using dChip http://www.dchip.org software.

### Gene Expression analysis using real time quantitative PCR

RNA was extracted from sorted OP9 mStrawberry cells as described above. cDNA was generated by annealing 1 μg of total RNA in1,5 mM random hexamer, 5× first strand buffer,100 mM DTT, 5 mM dNTP, 40U RNAse out, 200U superscript III (All from Invitrogen), in a total volume of 20 μl. Real time qPCR was conducted with TaqMan™ technology (Applied Biosystems), the threshold cycles for the endogenous control was set to 0,05. All experiments were conducted in triplicates and normalized against HPRT expression. 2^ΔΔCT ^was calculated as follows, where G.O.I indicates gene of interest ΔΔC_T _= (C_TG.O.I (control)_- HPRT) - (C_TG.O.I (sample) _- HPRT) Control were cells in parallel culture with conditioned media from co-culture sample. Oligonucleotides for quantitative TaqMan real time PCR; Hprt: Mm 00446968_m1, Spib:Mm 01719550_s1, Nov: Mm 00456855_m1, Cxcl10: Mm 00445235_m1 was ordered from AppliedBiosystems™.

## Results

### Genomics Based Cell Interaction (GCINT) analysis allows for a rapid analysis of potential receptor/ligand involvement in the communication between two cell types

The communication between two cells like the B cell progenitors and the stromal cells is likely to involve a highly complex set of interactions driving proliferation and differentiation of the hematopoietic cells. In order to get a more complete picture over the possible communication pathways during differentiation of B-lineage cells, we created a database with information about 400 known receptor ligand pairs using GeneCards http://www.genecards.org as our major source of information (Excel sheet attached as Additional file 1). The involved gene products were coupled to their locus link number and further to Affymetrix Mouse Genome 430 2.0 Array probe sets. This database was created so to allow for the match of two microarray data sets to unravel potential pathways of communication between the two cell types represented by the array data. GCINT show the gene names, intensity values for the probe sets, locus link accessions and descriptions for the two matched arrays. These values can then be copied to an excel sheet for further analysis. The simplicity of this method allows for investigations of rather large data sets to gain insight to the dynamics of cell-cell communication during biological processes such as development. In order to investigate temporal changes in communication during the path of B-cell development, we sorted and extracted gene expression information by microarray analysis from a variety of hematopoietic progenitor cells in the mouse BM. Long-term hematopoietic stem cells (LT-HSCs) were sorted based on low expression of lineage markers (Lin^-^) (Please see materials and methods for details) and expression of SCA1 and KIT (LSK) but lack of surface expression of CD34 and FLT3 [13,29]. Multipotent progenitors (MPP) were sorted based on a LSKCD34^+^FLT3^- ^phenotype while Lymphoid primed multipotent progenitors (LMPPs) were defined as LSK cells with expression of both CD34 and FLT3 [13,29]. Granulocyte/Monocyte progenitors (GMP) was sorted based on expression of CD34, KIT and FCγ RII/III [30,31] while Common lymphoid progenitors (CLPs) lack the expression of lineage markers, has reduced levels of KIT and SCA as compared to the multipotent progenitors and express IL-7 receptor on the cell surface [32]. The earliest B-lineage restricted progenitors (pro-B) were sorted based on a B220^+ ^CD43^+ ^CD19^+ ^IgM^- ^surface phenotype while pre-B cells were defined as B220^+ ^CD43^- ^CD19^+ ^IgM^-^cells from mouse bone marrow and mature B-cells as CD19^+ ^IgM^+ ^cells from mouse spleen [33]. For all the populations RNA was extracted and subjected to two rounds of linear amplification where after the resulting cRNA was hybridized to a UA430_2 Affymetrix™ oligonucleotidearrays. In order to obtain gene expression information from a relevant mesenchymal cell, we used the same micro-arrays to analyze the gene expression pattern in OP9 stromal cells, with ability to support B-cell development *in vitro*, and NIH3T3 cells, a fibroblast unable to perform this task under our standard conditions (Figure 1). In addition we included gene expression data from the osteoblast cell line MC3T3, representing a third type of BM cell. 

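Gene expression in the stroma cells was measured on 2 Affymetrix mouse arrays for each of OP9, a bone marrow stromal line, NIH3T3 and MC3T3. The sample labels call the arrays of a line biological replicates, and the note to Tables 1 to 8 gives OP9 values as means of 2 experiments. For the values of the 3 lines in these tables the methods name the data set used here, which holds 2 arrays of OP9 cells without pre-B cells. These 2 arrays are also the control of the co-culture, which the paper describes as kept in conditioned medium. A difference between OP9 cells and the other lines may therefore include one of culture condition. For the NIH3T3 and MC3T3 arrays neither the labels nor the text of the paper says whether separate cultures were used, so the p-values measure the spread between these arrays, which may be technical. One MC3T3 array is described in the labels as coming from sorted cells and the other as coming from a culture. The deposited values are intensities on a linear scale that the authors had normalized between arrays. The methods name RMA Express, affylmGUI and dChip for such values, and which of them made these values, and with which other arrays, is not given in the sources used here. Each array held 45101 probe sets, the medians of the arrays lay between 41.77 and 44.99, and 34.3 to 36.3% of the probe sets of an array reached 100, the level the paper uses for its tables. Between the 2 arrays of a line, the median absolute difference of a gene on the log2 scale was 0.069 for OP9, 0.088 for MC3T3 and 0.143 for NIH3T3 cells, and 61 genes differed by more than 2-fold between the NIH3T3 arrays. A gene was represented by its probe set with the highest mean, and the 10084 of 18194 named genes with at least 100 on at least 2 of the 8 arrays of the study were tested with limma on log2 values, with the means of all 4 groups in the model. A gene was called higher or lower at an adjusted p below 0.05 and a difference of at least 2-fold, and the gene lists, the rule for the genes named and the alternative settings, apart from those said to be added later, were chosen before the data were examined. Values are means ± SD over the 2 arrays of a group, and the number of arrays limits the precision. Of the named genes, 9012 had several probe sets, so another choice of probe set changes the level of a gene, and a fold against a value near the lowest values of the array depends on the background.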

The output of the GCINT analysis will be highly dependent on the gene lists imported to the program. This creates a large flexibility and opens the possibility to create the gene list used for analysis in a way suitable for the scientific question at hand. In our specific case, we aim to identify factors secreted by stroma cells that may effect the maturation of B-lymphoid cells. Therefore we made the presumption that genes encoding crucial growth factors secreted by stroma cells, would not be expressed by the hematopoetic cells themselves. We then used RMA normalized data from OP9 cells and hematopoetic progenitors and select genes based on differential gene expression (p < 0-01) in the different cell types (Please see Materials and Methods for details). This generated one list of genes for each hematopoietic population. These lists were imported into GCINT and receptor ligand pairs were extracted. This revealed several possibilities for interactions between the different hematopoietic progenitors and the stromal cells (Table 1, 2, 3, 4, 5, 6, 7, 8 and Additional files 2, 3, 4, 5, 6, 7, 8 and 9). 

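Of 26 genes that Tables 1 to 8 list on the stroma side, not counting an entry given as similar to ornithine decarboxylase, which was not matched to a gene here, 24 had a mean of at least 100 in OP9 cells. Il1rn, encoding the antagonist of the interleukin 1 receptor, was at 2432 ± 23.1 (SD, n = 2) in OP9 cells, 52.4-fold above NIH3T3 and 54.7-fold above MC3T3 cells (adjusted p = 1.6e-09 and 3.32e-09 from limma). Jam2 and Jam3, encoding junctional adhesion molecules, were at 229 ± 3.4 and 231 ± 4.4 (SD, n = 2) in OP9 cells, 9.31-fold and 7.09-fold above NIH3T3 cells (adjusted p = 1.28e-08 and 9.93e-08 from limma). Jam2 was also 6.65-fold above its level in MC3T3 cells (adjusted p = 5.04e-08 from limma), whereas Jam3 was at 263 ± 13.0 (SD, n = 2) in that line and passed no test against it (adjusted p = 0.103 from limma). Vegfa, encoding a growth factor for blood vessels, was 6.43-fold lower in OP9 than in NIH3T3 cells (adjusted p = 1.2e-07 from limma), with 251 ± 2.7 against 1616 ± 13.3 (SD, n = 2). Its relative Vegfb was 2.90-fold higher in OP9 than in NIH3T3 cells (adjusted p = 1.13e-06 from limma). Cd80, encoding a costimulatory ligand of T cells, was at 280.5 ± 13.7 (SD, n = 2) in OP9 cells and 6.37-fold above NIH3T3 cells (adjusted p = 6.47e-05 from limma). Notch3 was at 180.3 ± 4.4 (SD, n = 2) in OP9 cells and did not reach a 2-fold difference from NIH3T3 cells, and neither did Ccl25, at 127 ± 11.3 (SD, n = 2). Ereg and Tgfa, encoding ligands of the epidermal growth factor receptor, were at 65.1 ± 4.9 and 52.1 ± 4.0 (SD, n = 2) in OP9 cells. Ereg was at 338 ± 81.8 in NIH3T3 and 237 ± 1.6 in MC3T3 cells (SD, n = 2), and Tgfa lay below the minimum of the test. Against NIH3T3 cells, 12 of the 25 tested genes were higher in OP9 cells, 6 were lower and 7 were not called. The genes were chosen in the study on OP9 arrays, so this count is not independent evidence of their direction, and the arrays of the hematopoietic cells were not analysed here.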

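Vcam1, encoding an adhesion molecule of stromal and endothelial cells that binds integrins on blood cells, was at 3140 ± 12.9 (SD, n = 2) in OP9 cells and at 459 ± 40.7 (SD, n = 2) in NIH3T3 cells. The difference on the log2 scale was 2.78 (standard error 0.077, adjusted p = 4.18e-08 from limma), or 6.86-fold, and both OP9 arrays lay above both NIH3T3 arrays. MC3T3 cells had 2669 ± 21.1 (SD, n = 2), and the log2 difference of 0.23 between OP9 and MC3T3 cells was below 2-fold (adjusted p = 0.0277 from limma). The integrin genes were read from arrays of hematopoietic cells, which were not analysed here.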

Some receptor ligand pairs such as Integrinα 4-VCAM1 were expressed at all stages of hematopoietic development while others were more restricted to defined stages of differentiation. Thus, a genomics based analysis provides information about potential stage specific interactions between hematopoietic progenitors and stromal cells.

**Figure 1:**
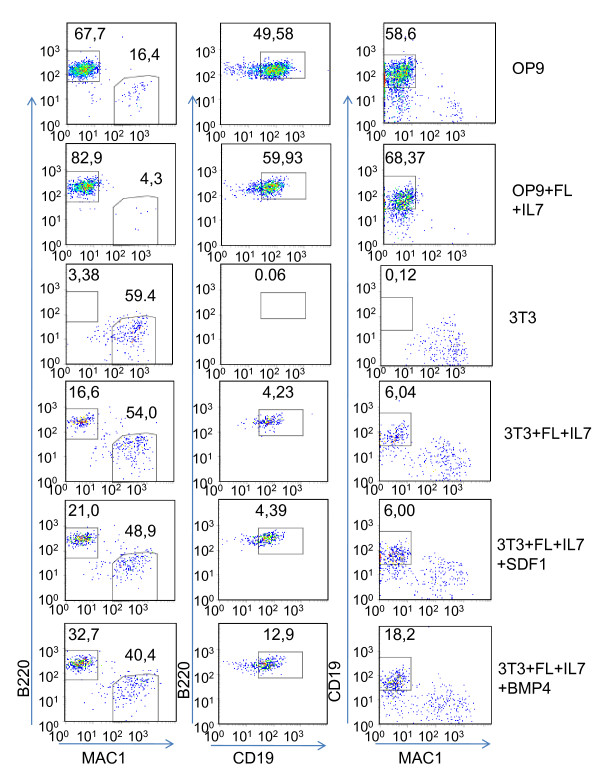
**Differential ability of OP9 and NIH3T3 cells to stimulate B-cell development from hematopoetic progenitor cells**. Representative FACS plots of the cells generated after 14 days of incubation of 100 LSK cells on OP9 or NIH3T3 cells with the indicated addition of cytokines. The cells were analyzed with regard to the expression of CD19, B220, and MAC1 as indicated in the diagrams. The numbers in the panels represents average percentages of different cell subsets obtained under the defined conditions after analysis of at least three independent experiments.

### BMP4 and support B-cell development in vitro

Knowing that our analysis extracted information about potential stage specific cell interactions, we wanted to investigate if this approach allowed for the identification of B-lineage growth factors. To this end, we develop an experimental system based on two functionally different support cells differing in their ability to support the development of B-lineage cells from immature hematopoietic progenitor cells. Such a model system allow us to compare gene expression patterns in the two cell lines to identify genes associated with an ability to support B-cell development. 

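OP9 cells expressed factors of the bone marrow niche, genes of fat cells and genes of the extracellular matrix at higher levels than NIH3T3 cells. Among 22 tested genes of niche and B-lymphoid support factors, 14 were higher in OP9 cells and none was lower by limma, also when adjusted over the list alone, with 18 higher and 3 lower at an unadjusted p under 0.05. Igf1, encoding an insulin-like growth factor, was at 3625 ± 3.3 (SD, n = 2) in OP9 cells and 168-fold above NIH3T3 cells, and Gas6, encoding a ligand of receptor tyrosine kinases, was 64.7-fold above them (adjusted p = 6.83e-09 and 4.73e-09 from limma). Among 28 genes of fat cells, 19 were higher and 4 lower, over all genes and adjusted over the list alone. Adipoq, encoding the fat cell hormone adiponectin, was 890-fold and Fabp4, encoding a fatty acid binding protein, 430-fold higher in OP9 cells (adjusted p = 6.57e-10 and 3.85e-09 from limma). Of 35 genes of the extracellular matrix, 19 were higher and 4 lower, the same as adjusted over the list alone, and Col4a1 and Col4a2, encoding collagen chains of basement membranes, were 105-fold and 68.7-fold higher. The 3 lists shifted upwards against the other genes (camera from limma, adjusted p = 0.000947 for the niche, 0.000961 for the fat cell and 0.00123 for the matrix genes), and these calls held with an estimated correlation (adjusted p = 0.0332 for each), though not with the 4 compared arrays alone and an estimated correlation, a setting added after the values were seen (adjusted p = 0.119 for each). Of 8 genes of osteoblasts, 5 were higher and none was lower, at an unadjusted p under 0.05 as well and adjusted over the list alone, among them Cdh11, encoding a cadherin, at 277-fold (camera from limma, adjusted p = 0.0233, and adjusted p = 0.109 with an estimated correlation). Of 24 contractile and cytoskeletal genes, 7 were higher and 1 was lower, also adjusted over the list alone, and Acta2, encoding smooth muscle actin, was 80-fold higher (camera from limma, adjusted p = 0.0198, and adjusted p = 0.167 with an estimated correlation). Of 30 cell cycle genes, Ccnb2, encoding a mitotic cyclin, was higher and none was lower, also adjusted over the list alone (11 and 12 at an unadjusted p under 0.05), and the list was not called as a whole (camera from limma, downwards, adjusted p = 0.234, with a median of -0.02 and a mean of 0.01 on the log2 scale). NIH3T3 cells expressed Ndrg1, Rhox5, Rpl39l and Cd34 at levels 272-fold, 391-fold, 464-fold and 218-fold above OP9 cells. In all, 3106 of the genes tested were called, 2072 higher and 1034 lower in OP9 cells, against 1779 and 1299 under quantile normalization. The median log2 difference over all genes was 0.16 in favour of OP9 cells and 0.011 after quantile normalization, so small differences are relative to that shift. The OP9 arrays are also the co-culture control, so line and culture condition cannot be told apart here. Of the fat cell list, 14 genes were lower and 1 was higher in co-culture than in these OP9 arrays. For the matrix list these counts were 8 and 3, and for the niche list 5 and 1.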

Further, this opens the possibility to functionally investigate the role for the identified factors by the addition of the potentially involved proteins in co-culture experiments. The stromal cell line OP9 is known to be a powerful stimulator of B-cell development *in vitro *so as a control, we used standard growth conditions for immature LSK cells on OP9 cells with optiMEM supplemented with FCS. Cultivation of LSK cells on OP9 resulted in a high percentage of CD19^+^B220^+ ^cells (Figure 1 (OP9) and Figure 2) and even though the addition of FL and IL7 did not have a major impact of the cellular composition of the cultures (Figure 1 (OP9+FL+IL7)), the cell numbers were increased (Data not shown). In contrast, without the addition of any cytokines, more than 50% of the hematopoietic cells generated on NIH3T3 cells expressed MAC1 (Figure 1 (3T3)) indicating that they had developed into myeloid lineage cells. A few B220^+ ^but no CD19^+ ^cells, representing the committed progenitors [33], were detected. This suggests that NIH3T3 cells are unable to support the development of CD19^+ ^B-lymphoid cells from multipotent hematopoietic progenitors. The two cytokines FLT3 and IL7 has been shown able to allow for B-lineage development from LSK cells *in vitro *[34] and the inclusion of these growth factors into the NIH3T3/LSK co-cultures resulted in an increased percentage of B220^+ ^cells and also generation of CD19^+ ^cells (Figure 1 (3T3+FL+IL7)). These experiments suggested that OP9 cells but not NIH3T3 cells express factors that are involved in the generation of B-lymphoid cells from multipotent progenitor cells. 

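OP9 and NIH3T3 cells each expressed growth factors and cytokines that the other had at a low level. Among 45 tested growth factors, cytokines and membrane ligands of the receptor ligand database, 20 were higher and 8 lower in OP9 cells by limma, over all genes and when adjusted over the list alone. Hgf, encoding hepatocyte growth factor, was at 556 ± 17.7 (SD, n = 2) in OP9 cells and 32-fold above NIH3T3 cells (adjusted p = 2.6e-08 from limma), with Angpt1, encoding a ligand of the TIE2 receptor, also higher by 4.36 on the log2 scale. Gdnf, encoding a neurotrophic factor, was 29.9-fold lower in OP9 cells (adjusted p = 1.58e-08 from limma), at 17.9 ± 2.3 against 533 ± 11.0 (SD, n = 2). Of 11 chemokines, 1 was higher and 6 were lower in OP9 cells, also adjusted over the list alone, and Ccl2 and Ccl7, which attract monocytes, were 35.9-fold and 15.9-fold lower (adjusted p = 2.94e-09 and 6.79e-09 from limma). Of the 372 gene numbers of the whole database, 332 were named here and 128 were tested. Of these receptors and ligands, 34 were higher and 35 lower in OP9 than in NIH3T3 cells, 34 and 35 also when adjusted over the list alone, and 59 were not called. The database was made from the literature and not from these arrays.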

We next used our receptor ligand analysis in order to identify genes encoding growth factors that were differentially expressed in OP9 and NIH3T3 cells and were mRNA coding for a receptor was expressed in early progenitors and B-lineage cells. One factor exclusively expressed in OP9 cells, was CXCL12 presumably interacting with the CXCR4 receptor on the B-lineage cells (Table 6 and 7). This factor has been suggested to stimulate B cell development and growth [6,7], however, in our experimental setting, this factors was unable to support development of CD19^+ ^cells from multipotent progenitors to any significantly higher level than FL and IL-7 (Figure 1 (3T3+FL+IL7+CXCL12) and Figure 2). 

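Cxcl12, encoding a chemokine that holds blood progenitors in the bone marrow, was at 20530 ± 758 (SD, n = 2) in OP9 cells, at 22.7 ± 1.3 (SD, n = 2) in NIH3T3 cells and at 524 ± 52.1 (SD, n = 2) in MC3T3 cells. The difference between OP9 and NIH3T3 cells was 9.82 on the log2 scale (standard error 0.088, adjusted p = 6.57e-10 from limma), or 904-fold. Between OP9 and MC3T3 cells it was 5.30 on the log2 scale (adjusted p = 7.8e-09 from limma), or 39.3-fold. The NIH3T3 value lay below the median of all probe sets on those arrays, so the fold depends on the background, and the log2 difference was 9.05 with a pseudocount of 16 and 7.07 with the mean of probe sets. The paper reasons that a growth factor differentially expressed between a supportive and a non-supportive cell line, with mRNA for its receptor in the progenitor and B-lineage cells, is a factor to test by adding it to cultures on NIH3T3 cells, and takes CXCL12 as the first such factor.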

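Bmp4, encoding a bone morphogenetic protein, was at 366 ± 0.4 (SD, n = 2) in OP9 cells, at 34.5 ± 9.1 (SD, n = 2) in NIH3T3 cells and at 167 ± 16.5 (SD, n = 2) in MC3T3 cells. The difference between OP9 and NIH3T3 cells was 3.43 on the log2 scale (standard error 0.167, adjusted p = 7.55e-07 from limma), or 10.8-fold, and that between OP9 and MC3T3 cells was 2.19-fold (adjusted p = 0.000556 from limma). Il7, encoding the cytokine that was added to the cultures on NIH3T3 cells, was at 304 ± 29.9 (SD, n = 2) in OP9 cells, 17.9 ± 0.8 (SD, n = 2) in NIH3T3 cells and 164 ± 10.8 (SD, n = 2) in MC3T3 cells. This was 17-fold higher in OP9 than in NIH3T3 cells (adjusted p = 1.72e-08 from limma) and below 2-fold against MC3T3 cells. Both OP9 arrays lay above both arrays of each other line for Bmp4 and Il7.

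**Figure D1:**
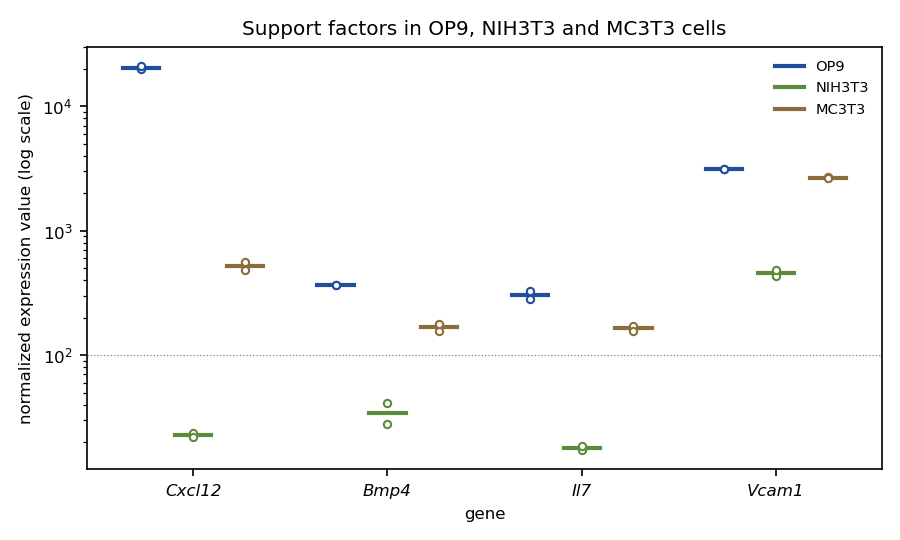
Normalized expression value (log scale) of Cxcl12, Bmp4, Il7 and Vcam1 in OP9, NIH3T3 and MC3T3 cells, with open points for the 2 arrays of a line, bars for their mean and a dotted line at 100. For each gene the OP9 arrays lie above the NIH3T3 arrays, and in NIH3T3 cells only Vcam1 lies above 100.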

A second cytokine, BMP4, with a possibility to interact with the BMPR on the pro-B cells, was expressed to a higher level in the OP9 cells as compared to NIH3T3 cells. In contrast to CXCL12, the addition of BMP4 resulted in an increased formation of both CD19^+ ^and CD19^+ ^B220^+ ^cells as compared to the FL and IL7 stimulated control cultures (p < 0,001)(Figure 1 (NIH3T3+FL+IL7+BMP4) and Figure 2). Thus, this approach allows for the identification of novel growth factors involved in the development of B-lymphoid cells.

**Figure 2:**
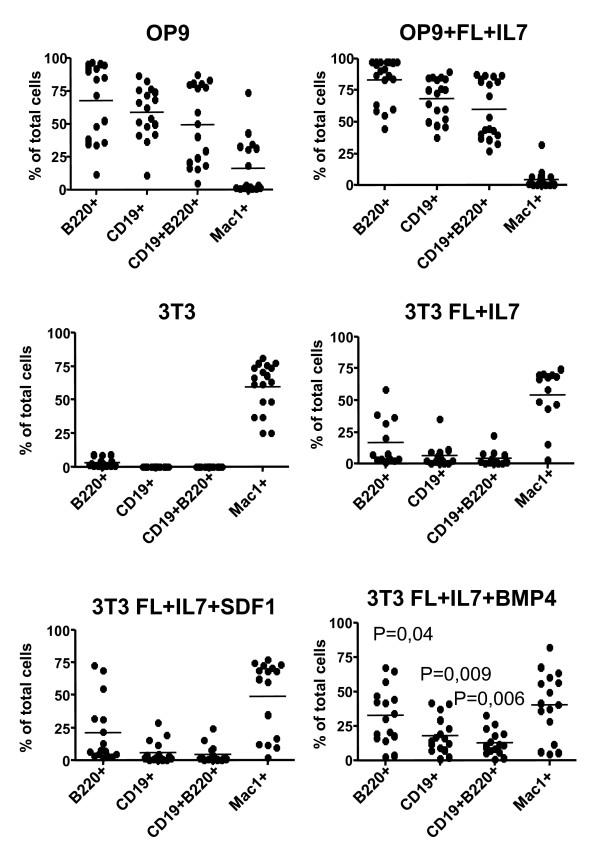
**BNP4 stimulates B-cell development from early bone marrow progenitor cells**. Diagrams displaying the cellular composition of cultures as judged by FACS analysis of B220, CD19 and MAC-1 surface expression obtained by *in vitro *differentiation of 100 LSK cells. The progenitors were incubated for 14 days with either OP9 or NIH3T3 cells and the indicated cytokines. Each dot in the diagrams represents one well and data are collected from at least three independent experiments (n = 13-18). Line indicates the average of all the analyzed wells and the P values has been calculated as compared to the cellular composition obtained on NIH3T3 cells with the addition of FL and IL7.

### Contact with hematopoietic cells modulates gene expression patterns in the stromal cells

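Receptor genes differed in both directions between OP9 and NIH3T3 cells. Pdgfra and Pdgfrb, encoding the receptors of platelet-derived growth factor, were at 7078 ± 142 and 3081 ± 124 (SD, n = 2) in OP9 cells, 3.04-fold and 8.27-fold above NIH3T3 cells (adjusted p = 3.02e-07 and 7.67e-08 from limma). Tgfbr3 and Tgfbr2, encoding receptors of the TGF-beta family, were at 4043 ± 75.2 and 1646 ± 23.8 (SD, n = 2), and neither differed by 2-fold from NIH3T3 cells. Bmpr1a, encoding a receptor of bone morphogenetic proteins, was at 985 ± 5.3 in OP9, 840.2 ± 33.5 in NIH3T3 and 832 ± 19.5 in MC3T3 cells (SD, n = 2), also within 2-fold. Ltbr, encoding the lymphotoxin beta receptor, was 2.36-fold higher in OP9 than in NIH3T3 cells (adjusted p = 1.02e-05 from limma), and Tnfrsf1a, encoding a receptor of tumour necrosis factor, was at 1867 ± 9.3 (SD, n = 2) in OP9 cells and within 2-fold of NIH3T3 cells. Tnfrsf1b, encoding the other receptor of that ligand, Osmr, encoding the oncostatin M receptor, and Igf2r were 5.62-fold, 4.79-fold and 2.49-fold lower in OP9 than in NIH3T3 cells (adjusted p = 1.36e-07, 1.05e-06 and 2.01e-06 from limma). Their means in OP9 cells were 109 ± 9.0, 309 ± 35.3 and 759 ± 6.9 (SD, n = 2). Ncam1, encoding a neural cell adhesion molecule, was at 398 ± 0.3 in OP9 and 578 ± 15.9 in NIH3T3 cells (SD, n = 2), within 2-fold. The study lists these genes from its OP9 arrays, and the arrays of pro-B cells were not analysed here.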

Another possibility created by this type of data analysis is to investigate any apparent directionality of communication and even though the analysis of the pro-B/OP9 interaction suggests that the majority of the information flow is from the stroma to the hematopoietic cell, there exist several possibilities for communication in the opposite direction. In order to investigate if hematopoietic cells would be able to induce a cellular response in stromal cells, we incubated either *in vitro *expanded primary B-cell progenitors or a pre-B cell line with OP9 stromal cells for 7 days. This revealed that co-incubation with either transformed B-cell lines (Data not shown) or primary Pro-B cells generated by *in vitro *differentiation of LSK cells, resulted in a change of morphology of the stromal cells (Figure 3A,B). This effect was not detected when OP9 cells were incubated with conditioned media from a parallel co-culture experiment suggesting that this was not due to alterations in nutrient concentrations in the media or due to secreted factors but a result of cell-cell contact or proximity. The control culture contained big, rounded cells while the OP9s incubated with B-lineage progenitors had adapted a different morphology with elongated cells (Figure 3A,B). These data suggest that the B-cell progenitor cells were able to modulate the morphological characteristics of the OP9 stromal cells. In order to investigate this further, we wanted to extract RNA from the stromal cells in the co-culture and the corresponding control culture. This experiment was complicated by that the B-cell progenitors attached firmly to the OP9 cells demanding trypsin/EDTA treatment of the cells in order to generate the homogenous single cell suspension needed to separate the OP9 cells from the hematopoietic cells. Treament with trypsin/ETDA reduces the possibility to sort cells by Flow Cytometry based on cell surface marker expression. Hence, in order to be able to purify the OP9 cells for molecular analysis, we did a retroviral infection of OP9 cells with the red fluorescent protein - mStrawberry [35]) (OP strawberry, (OP9S)). This allowed us to sort out the red stromal cells (Figure 3C) and separate them from the hematopoietic cells in order to investigate potential changes in gene expression patterns in the OP9 cells. To this end, we incubated OP9S cells with 230-238 pre-B cells for 7 days and the gene expression pattern was compared to that of cells obtained by parallel incubation with the conditioned media by microarray analysis (Figure 3D). This suggested that several genes in the stromal cells were induced by the direct contact with the B-cell progenitor cell line while another set of genes were expressed at a lower level in the co-cultured OP9 cells. 

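The effect of the pre-B cells on the stroma was measured on 2 arrays of OP9 cells cultured for 7 days with 230-238 cells, a pre-B cell line, and on 2 arrays of OP9 cells without them. The paper describes the control as mStrawberry-labelled OP9 cells kept in conditioned medium, whereas the sample labels name it only as an OP9 culture, and the same 2 arrays serve here as OP9 cells in the comparison with NIH3T3 and MC3T3 cells. The paper describes sorting of the red stromal cells after trypsin and EDTA treatment. The intensities of the 4 arrays come from the authors' normalized table and were taken to log2, filtered and tested in the same limma model. The medians were 43.09 and 43.67 for the co-cultured and 42.63 and 42.64 for the control arrays, and the median absolute difference between the 2 arrays was 0.069 on the log2 scale in each group. More than 2-fold differences between the 2 arrays occurred for 1 gene in co-cultured and for no gene in control cells. The labels call the 2 co-culture arrays biological replicates. The legend of Figure 3D names 2 experiments, which may be repeats or the 2 conditions. Separate co-cultures are not described, so the standard errors and p-values measure the spread between arrays, which may not be that between experiments. A list of genes was tested as a whole with camera, a test in limma that compares its genes with the other genes, at a correlation between genes of 0.01 and again with the correlation estimated from the data. Several genes of the chemokine, interferon, NF-kB, fat cell, matrix, immediate early and contractile lists stand in Figure 3D, which the study drew from its own arrays. So do Psmb8 of the MHC class I, Spib of the blood transcription factor, Ccn3 of the niche and Icam1 of the ligand list. The figure also shows the complement gene C3, which was not tested here. The direction of these lists is therefore not independent evidence.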

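Genes of the interferon response, of the NF-kB pathway and of antigen processing were higher in OP9 cells cultured with 230-238 cells, and genes of fat cells were lower. Among 28 tested genes of the interferon response, 19 were higher and none was lower by limma, over all genes and adjusted over the list alone, with 27 and 0 at an unadjusted p under 0.05 (camera from limma, adjusted p = 3.63e-19). Ifit1, encoding an RNA-binding protein induced by interferon, was at 672 ± 60.0 (SD, n = 2) in co-culture and 87.1 ± 8.0 (SD, n = 2) in the control, a rise of 7.71-fold, and Oasl2, another interferon-induced gene, rose 11.7-fold (adjusted p = 1.17e-05 and 2.66e-06 from limma). Among 25 genes of the NF-kB pathway and its targets, 13 were higher and none was lower, also adjusted over the list alone, with 22 and 1 at an unadjusted p under 0.05 (camera from limma, adjusted p = 3.9e-14). Mmp9, encoding a gelatinase, rose 19.7-fold and Nfkbie, encoding an inhibitor of NF-kB, 14.6-fold (adjusted p = 1.75e-07 and 6.68e-07 from limma). Of 16 genes of antigen processing and MHC class I, 8 were higher and none was lower, also adjusted over the list alone, with 16 and 0 at an unadjusted p under 0.05, and Psmb8 and Psmb9, encoding subunits of the immunoproteasome, rose 8.99-fold and 4.73-fold. For this list camera from limma gave an adjusted p = 6.17e-11, and adjusted p = 0.0584 with an estimated correlation. Among 28 genes of fat cells, 14 were lower and only Cebpd, encoding a transcription factor, was higher, over all genes and adjusted over the list alone (camera from limma, adjusted p = 6.17e-11). Adipoq was at 347 ± 14.8 (SD, n = 2) in co-culture and 10670 ± 41.2 (SD, n = 2) in the control, 30.7-fold lower, and Cd36, encoding a fatty acid transporter, was 14.7-fold lower (adjusted p = 1.75e-07 and 1.29e-06 from limma). Among 29 immediate early genes, 12 were lower and only Myc was higher, also adjusted over the list alone, and Fos, Nr4a1 and Egr1, encoding transcription factors, were 29-fold, 8.81-fold and 6.30-fold lower. For this list camera from limma gave an adjusted p = 1.66e-06, and adjusted p = 0.0584 with an estimated correlation. Of the 12 genes, which were picked as lower in co-culture, 9 lay higher in the OP9 control than in both NIH3T3 and MC3T3 cells. In co-culture 4 of the 12 lay above both lines and 4 below both. Of 30 cell cycle genes, 6 were lower and none was higher, also adjusted over the list alone, with 26 and 1 at an unadjusted p under 0.05, among them Kif20a, encoding a kinesin, at 3.06-fold (camera from limma, adjusted p = 7.84e-09, and adjusted p = 0.0584 with an estimated correlation). The fat cell, interferon and NF-kB calls held with an estimated correlation (adjusted p = 0.0143, 0.0195 and 0.0143 from limma). In 2 settings added after the values were seen, both with an estimated correlation, these 3 lists and the MHC class I, immediate early and cell cycle lists passed with no filter (adjusted p = 0.0396, 0.0179 and 0.031 from limma for the last 3), and none of the 6 passed with the 4 compared arrays alone. In all, 273 genes were higher and 299 lower in co-culture among the 572 called, against 297 and 250 under quantile normalization, and 4314 passed the adjusted p at any fold. Beside the genes that rose, 5 of 40 pre-B and pan-leukocyte markers were called higher in a test without the level filter and none was called lower by limma, with 13 and 2 at an unadjusted p under 0.05. From the comparison of OP9S cells in contact with pre-B cells and in conditioned medium, the paper proposes that direct contact with the B-cell progenitor line induces several genes in the stromal cells and lowers another set.

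**Figure D2:**
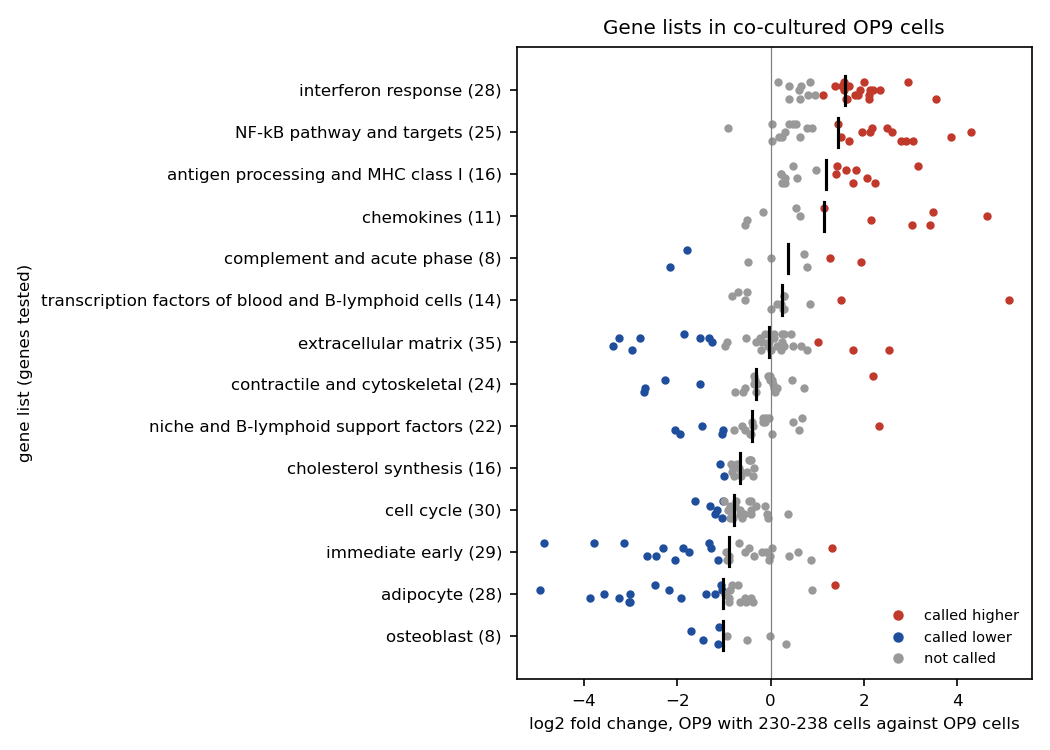
Log2 fold change of each tested gene of 14 gene lists in OP9 cells with 230-238 cells against OP9 cells, 1 point per gene, with red for called higher, blue for called lower, grey for not called and a black bar at the median of the list. The bar lies furthest to the right for the interferon response and furthest to the left for the osteoblast and fat cell lists.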

Among the genes induced by the pre-B cells were several chemokine genes including *Ccl-2, -5, -9 *as well as the hematopoietic growth factor Nephrobastoma overexpressed protein (NOV) [36]. 

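Chemokine genes rose in co-cultured OP9 cells. Of 11 tested chemokines, 6 were higher and none was lower by limma, over all genes and adjusted over the list alone, with 8 and 2 at an unadjusted p under 0.05 (camera from limma, adjusted p = 1.91e-05, and adjusted p = 0.0428 with an estimated correlation). In 2 settings added after the values were seen, an estimated correlation with no filter and with the 4 compared arrays alone, the call of the list was lost (adjusted p = 0.112 and 0.155 from limma). Ccl5, which attracts T cells and monocytes, was at 1161 ± 27.9 (SD, n = 2) in co-culture and 46.5 ± 4.9 (SD, n = 2) in the control, a log2 fold change of 4.65 (standard error 0.105, adjusted p = 4.28e-07 from limma), or 25-fold. Ccl2 rose 10.7-fold to 1391 ± 115.5 (SD, n = 2), and Ccl7, which attracts monocytes as well, rose 11.2-fold to 1869 ± 20.4 (SD, n = 2) (adjusted p = 4.28e-07 and 4.14e-07 from limma). Ccl9, another chemokine, went from 1657 ± 148.5 to 13530 ± 120.1 (SD, n = 2), or 8.18-fold (adjusted p = 6.68e-07 from limma). Cx3cl1 and Cxcl16, encoding membrane-bound chemokines, also rose, by 2.14 and 1.14 on the log2 scale. Ccn3, the gene for NOV, was at 148 ± 1.3 (SD, n = 2) in co-culture and 29.6 ± 3.7 (SD, n = 2) in the control, a log2 fold change of 2.33 (standard error 0.113, adjusted p = 7.72e-06 from limma), or 5.01-fold. It was the only gene called higher among 22 niche and B-lymphoid support factors, of which 5 were lower, over all genes and adjusted over the list alone (camera from limma, adjusted p = 0.0698). Il7 fell 4.12-fold to 73.6 ± 3.9 (SD, n = 2) and Il1rn 3.84-fold to 634 ± 44.3 (SD, n = 2) (adjusted p = 6.39e-06 and 2.66e-06 from limma). Bmp4 fell 2.04-fold (adjusted p = 0.00224 from limma) and was below 2-fold after quantile normalization, with a pseudocount of 16, and without co-culture replicate 2 (log2 fold changes of -0.96, -0.96 and -0.95). Beside these genes, the lymphoid marker Vpreb1, encoding a part of the pre-B cell receptor, went from 23.7 to 76.9. Cd53, encoding a leukocyte membrane protein, went from 23.7 to 79.1, and Arhgdib from 54.9 to 133.2. Arhgdib was also at 3830 ± 146 (SD, n = 2) in MC3T3 cells, so it is not specific to leukocytes here. Igll1 was at 75.5 in co-culture and 60.7 in the control, and Cd79a at 44.7 and 33.9, without passing the test. Probe sets were chosen by their mean over arrays that include no B-lymphoid cells alone, so that of a marker may be one with high background. For Igll1 it was an _x_at probe set with a mean of 122.9 in NIH3T3 cells. A marker without a call is therefore weak evidence that it did not rise.

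**Figure D3:**
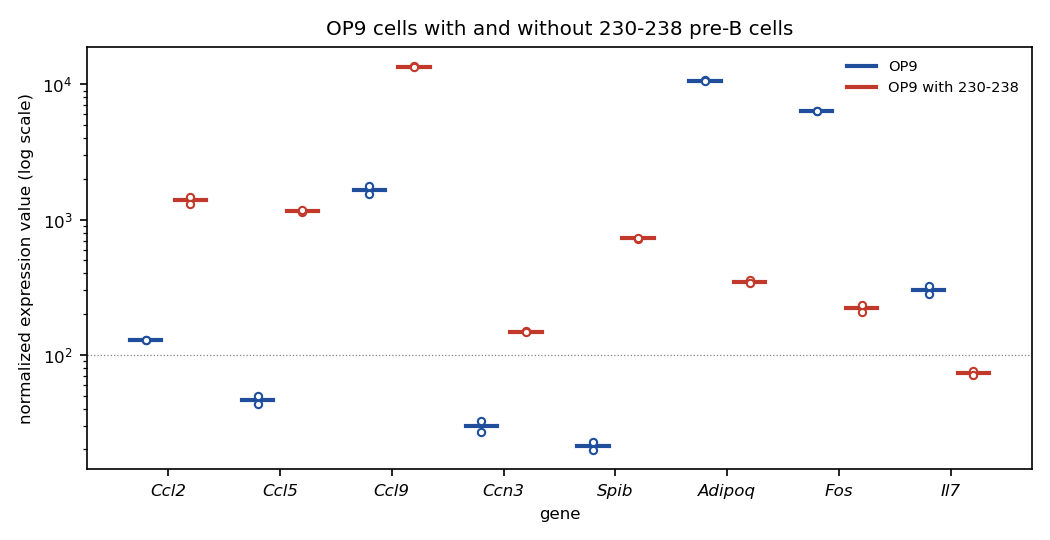
Normalized expression value (log scale) of Ccl2, Ccl5, Ccl9, Ccn3, Spib, Adipoq, Fos and Il7 in OP9 cells and in OP9 cells with 230-238 cells, with open points for the 2 arrays of a group, bars for their mean and a dotted line at 100. Ccl2, Ccl5, Ccl9, Ccn3 and Spib lie higher and Adipoq, Fos and Il7 lower with the pre-B cells.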

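Spib, encoding an ETS transcription factor of lymphoid cells, was at 726 ± 4.5 (SD, n = 2) in OP9 cells with 230-238 cells and at 21.2 ± 2.0 (SD, n = 2) in the control. The log2 fold change was 5.10 (standard error 0.300, adjusted p = 1.89e-05 from limma), or 34.3-fold. This standard error pools the spread of all groups and is not that of the compared arrays alone. The NIH3T3 arrays were at 40.76 and 19.52, the co-culture arrays at 723.2 and 729.6 and the control arrays at 19.83 and 22.62. Gata3, encoding a transcription factor of T cells and other lineages, rose 2.84-fold to 115 ± 3.6 (SD, n = 2) (adjusted p = 0.000283 from limma). These were the only ones called among 14 tested transcription factors of blood and B-lymphoid cells, with none lower by limma, also adjusted over the list alone, and with 5 higher and 3 lower at an unadjusted p under 0.05 (camera from limma, adjusted p = 0.0898). Transcription factors with lower levels in co-culture included Klf2, a zinc finger factor, at 13.9-fold, and Cebpa, a regulator of fat cell differentiation, whose log2 fold change was -1.20 (adjusted p = 5.21e-07 and 0.000621 from limma). Spib lay at the level of background in the control, so the size of its fold depends on the background (log2 fold change of 4.32 with a pseudocount of 16). Pou2af1, encoding a coactivator of B-lymphoid cells, and Ptprc, encoding a surface protein of leukocytes, were also called higher in co-culture in a test without the level filter, by 2.12 and 1.91 on the log2 scale (adjusted p = 1.21e-05 and 0.000288 from limma).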

We could also detect differential expression of a number of transcription factors including the ets transcription factor SpiB. In order to verify the induction of some genes and to investigate potential differences in the response dependent of the hematopoietic cell type used for co-culture, we performed Q-PCR from sorted OP9S cells incubated for 7 days with pre-pro B cells (BaF3), pre-B cells (230-238) or the myeloid progenitor cell line FDC-P1. Incubation with BaF3 cells resulted in up-regulation of *Nov*, *Spi-B *as well as *Cxcl10 *message (Figure 4A) and even if the level of induction was varying between different experiments (Data not shown), these changes were consistently detected. The same induction pattern was observed using 230-238 pre-B cells (Figure 4B) while the response to the myeloid progenitor cell line FDC-P1 cells differed in that even though a dramatic induction in *Cxcl10 *mRNA could be detected, the expression of *SpiB *or *Nov *message was not increased (Figure 4C). This indicates that the response of the OP9S cells may vary dependent on the cell type used for the co-culture experiment suggesting that different hematopoietic cells may induce specific gene expression patterns in stroma cells.

**Figure 3:**
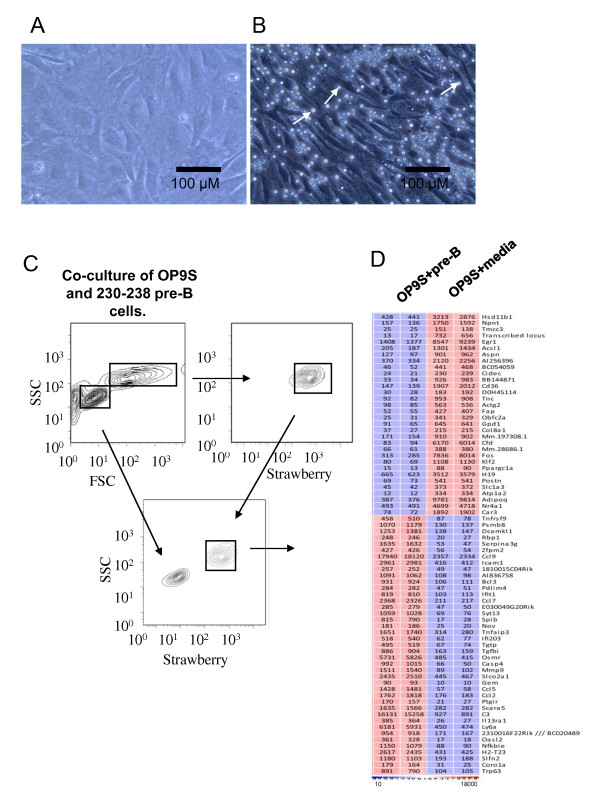
**B-cell progenitors modulate the behavior of OP9 stromal cells *in vitro***. Panel (A-B) display pictures of OP-9 cells grown in parallel cultures with either conditioned media (A) or in direct contact with pro-B cells (B) generated by *in vitro *differentiation of LSK cells. The pictures are taken from the same six well tissue culture plates with 200 times amplification and under the same light conditions (Leica DFC290). The black bar indicates 100 μM. Panel (C) shows a representative sorting experiment where trypsin/EDTA treated co-cultures of OP9S and pro-B cells are separated based on forward scatter and Strawberry expression. Panel (D) display a cluster analysis of RMA normalized gene expression patterns in OP9S cells incubated with either conditioned media or the pre-B cell line 230-238. The analysis displays genes with an expression level above 100 and with at least 5-fold difference in expression in the two experiments with P-value < 0.05. Red indicates high and blue low expression.

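At a difference of at least 5-fold, a mean above 100 in at least 1 of the 2 groups and an unadjusted p below 0.05 from limma, 63 genes differed between co-cultured and control OP9 cells, 38 higher and 25 lower. The same number passed with the adjusted p. Beside the chemokines, Syt13, encoding a synaptotagmin, rose 15.3-fold, Osmr 14.2-fold to 4381 ± 57.8 (SD, n = 2), Casp4, encoding an inflammatory caspase, 14.1-fold, and Il13ra1, encoding a receptor chain of interleukin 13, 11.7-fold (adjusted p = 2.66e-06, 1.15e-06, 6.68e-07 and 2.78e-06 from limma). Slc26a7, encoding an anion transporter, went from 609.6 ± 21.6 to 15.6 ± 1.9 (SD, n = 2), or 39.1-fold (adjusted p = 1.75e-07 from limma). The level in co-culture lay below the array medians, so the fold depends on the background, with a log2 fold change of -5.29, or -4.31 with a pseudocount of 16 and -3.49 with the mean of probe sets. Fap, encoding a serine protease of fibroblasts, was 10.7-fold lower, Adam12, encoding a metalloprotease, 10.5-fold lower, and Adig, a gene of fat cells, 11.9-fold lower (adjusted p = 1.18e-06, 2.58e-05 and 2.19e-05 from limma). Counted as probe sets, as arrays are clustered, 120 passed, 72 higher and 48 lower, of which 98 carried a single gene symbol, and 41 genes passed when the probe sets of a gene were averaged. The legend does not name the test behind its p-value.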

**Figure 4:**
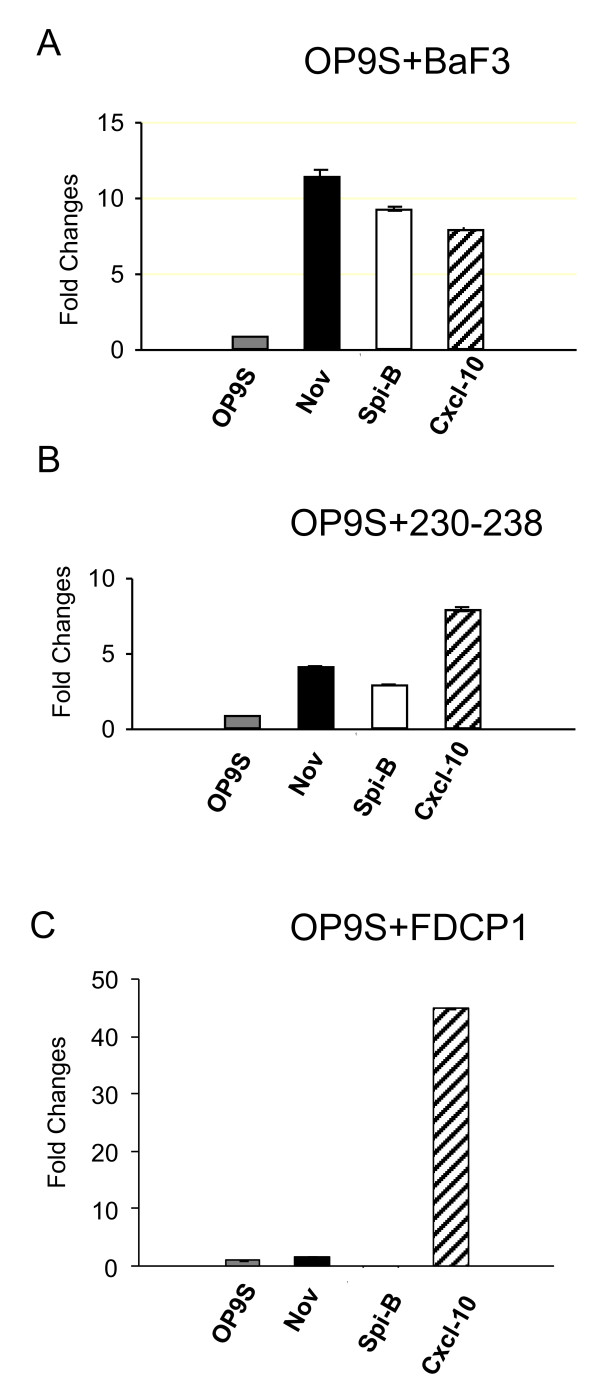
**Co-culture of cell lines representing different hematopoietic lineages induces differential gene expression patterns in OP9 cells**. The diagrams display HPRT normalized Q-PCR data from OP9S cells generated by co-incubation of hematopoietic cell lines or filtered media from the parallel co-culture experiments (OP9S). The expression pattern in the control cells were set to one for each of the *Nov *(Black bar), *SpiB *(White bar) or *Cxcl10 *(Striped bars) and the relative induction/reduction is indicated. Error bars indicate experimental variation in one out of two or three experiments.

## Discussion and Conclusions

We here report of how gene expression data can be used to identify molecules involved in cellular synapses. This type of analysis is most helpful for the understanding of complex systems in which cell-cell contact is crucial for the function or development of cells. Our analysis using data from a model stromal cell line and primary hematopoietic cell populations representing different lineages and developmental stages, suggests that even though several communication pathways are shared, we were able to identify potential stage and lineage restricted pathways that may be involved in events such as lineage restriction. Some of these involve known factors such as the IL-7 and CXCL12 pathways, both reported to be important for B cell development [7,15,16,37-39] but the approach taken also allows for the identification of novel factors of potential interest. The methodology opens for a possibility to identify cytokines or surface proteins involved in the regulation of hematopoiesis through comparative analysis of gene expression patterns in functionally different support cells. In this paper we report of such an analysis using fibroblastic NIH3T3 cells, unable to support B-lymphoid development from multipotent progenitor cells, and OP9 cells that are supportive of this process. This allowed us to identify two factors expressed by OP9 but not NIH3T3 cells. Among these has CXCL12 previously been reported to stimulate B cell growth and development [6,7], however, in our co-culture system, the second candidate, BMP4, were the more potent stimulator of B-cell development (Figure 2). A role for BMP4 in hematopoiesis was has been suggested from studies in xenopus embryos as this factor is important for the specification of the first hematopoietic progenitors [40,41]. BMP4 has also been shown to stimulate embryonal stem cells from both mouse [42] and humans [43] to undergo development into hematopoietic lineages. BMP proteins have also been shown to stimulate the growth of primitive human hematopoietic stem cells [44] arguing for a functional role on stem cell expansion. Our data suggest that BMP4 also possess the ability to stimulate development of adult progenitors into B-lymphoid cells. We have not investigated the mechanisms involved in effects of BMP4 or selective abilities of the investigated cytokines to support development and expansion of specific cell types but our findings suggest that our genomics approach reveals relevant functional interactions.

The normal BM stroma is composed of a large variety of cell types with potentially highly specific functions in the regulation of hematpoiesis. In these initial studies we have used a model stromal cell line, OP9, with a high potential to stimulate B-lymphocyte development. This has allowed us to obtain ideas about signaling pathways in the bone marrow, however, in order to fully understand the signaling processes we would need to investigate relevant primary stroma cells from mouse BM. The BM is thought to be organized into anatomical niches harboring blood cells of specific developmental stages and possibly lineages. The most immature cells has been suggested to reside in the endosteum where osteoblasts presumably are involved in the regulation and maintenance of the stem cell pool while more mature cells reside closer to the central region of the bone marrow cavity [4,45-47]. In the case of B-cell progenitors, it has been suggested that they reside in close contact with adventitial reticular cells near to the BM capillaries [8]. Interestingly, it does not appear as if the same stromal cells produce both CXCL12 and IL-7 but that these cytokoines rather are produced by different cells [8]. Thus, in order for the B-cell progenitor to obtain the proper stage specific signals there would exist need for a movement of the developing cells in the BM. This could well be one of the driving forces of cell maturation and niche organization, however, our data suggesting that the stromal cells respond to signals from the hematopoietic cells opens for an alternative or possibly complementary explanation where the cells that in direct contact with the stromal cell stimulates activation of a certain cytokine profile. As the cell mature, the signals from the developing cell changes resulting in new instructions to the stromal cells creating a dynamic system where the progenitors and the stroma directly communicates in order to drive the development of a hematopoietic cell as well as the stroma. In this scenario there would exist plasticity within a certain niche to ensure that all progenitors that enter the compartment are driven to differentiation. Such mechanism could operate on a single cell level, however, since any given stromal cell is likely to be in contact with several progenitor cells at a given time, this would require a synchronized differentiation process and an ability of the stromal cell to return to a ground stage when the hematopoietic cells have left to enter another developmental niche. However, there exist a large need to investigate the plasticity of primary stromal cells or potentially mesenchymal stem cells (MSCs) from the BM. MSCs are multipotent cells capable to differentiate along several pathways to produce for instance adipocytes, chondrocytes and osteoblasts *in vitro *[48]. The different cell fates can be regulated through modifications of tissue culture conditions and it has been reported that HSCs have an ability to induce osteoblast differentiation of multipotent mesenchymal stem cells, thus contributing to the creation of the stem cell niche [49].

Even if the information generated by genomics based cell interaction analysis represents an approximation, we believe that we have been able to show that this approach allows for the generation of biologically relevant and useful information. The development of protocols that allows for the purification of specific stromal cell populations directly from the bone marrow will allow us to feed even more relevant information into the program and thereby increase our possibilities to identify novel stage and lineage specific cell-cell communication pathways *in vivo*.

## Authors' contributions

JZ, AL, SZ, MS and NP has designed the database and extracted information about receptor ligand pairs. JZ, SZ, MS and DB have generated microarray data. JZ, HQ, RM, FH has conducted and analysed in vitro differentiation experiments and JZ has performed Q-PCR analysis and stroma culture experiments. All authors has contributed to the writing of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Data base information**. Excel sheet with information about all receptor ligand pairs investigated in this report. Click here for file

Additional file 2 **Receptor ligand interactions between stroma cells and hematopoetic stem cells**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and hematopoetic stem cells (HSC). Click here for file

Additional file 3 **Receptor ligand interactions between stroma cells and multipotent progenitor cells**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and multipotent progenitors (MPP). Click here for file

Additional file 4 **Receptor ligand interactions between stroma cells and lymphoid primed multipotent progenitors**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and lymphoid primed multipotent progenitors (LMPP). Click here for file

Additional file 5 **Receptor ligand interactions between stroma cells and common lymphoid progenitors**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and common lymhpoid progenitors (CLP). Click here for file

Additional file 6 **Receptor ligand interactions between stroma cells and granulocyte monocyte progenitors**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and granulocyte monocyte progenitors (GMP). Click here for file

Additional file 7 **Receptor ligand interactions between stroma cells and pro-B cells**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and pro-B cells. Click here for file

Additional file 8 **Receptor ligand interactions between stroma cells and pre-B cells**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and pre-B cells. Click here for file

Additional file 9 **Receptor ligand interactions between stroma cells and B cells**. A table with the full information about receptor ligand pairs that may be involved in the communication between stroma and B cells. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

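RNA from OP9 stromal cells, OP9 cells cultured for 7 days with 230-238 pre-B cells, NIH3T3 fibroblasts and MC3T3 osteoblasts was measured on 2 arrays per group, 8 arrays in all. The sample labels name the groups and number the replicates. The authors deposited normalized intensity values on a linear scale for 45101 probe sets per array. The paper names RMA Express, affylmGUI and dChip for normalization and analysis, and which program wrote these values, and with which other arrays, is not given in the sources used here. The arrays of hematopoietic cells, the Q-PCR and the flow cytometry were not analysed here.

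Probe sets were named through the annotation table of the array, in which 34958 had 1 gene symbol, 932 several and 9211 none, and 34754 were matched to a current gene through their gene number without a change of symbol. Probe sets with several symbols were not named. The values were taken to log2 with no pseudocount, a gene was its probe set with the highest mean over the 8 arrays, and genes with at least 100 on at least 2 arrays were kept, which left 10084 genes, 1155 of them measured by _x_at or _s_at probe sets that can bind related transcripts. No genome and no coordinates were used.

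Group means were fitted with lmFit of limma 3.58.1 in R 4.3.3, the spread was moderated with eBayes, and p-values were adjusted by Benjamini and Hochberg. With 4 residual degrees of freedom the spread is shared by all groups. Co-culture was compared with OP9 cells, and OP9 cells with NIH3T3 and with MC3T3 cells, and a gene was called at an adjusted p below 0.05 and at least 2-fold. The genes at the criteria of Figure 3D had at least 5-fold, a mean above 100 in 1 of the 2 groups and an unadjusted p below 0.05. Fold changes near the bottom of the scale are compressed by background signal, and the number of arrays limits the precision. Correlations between the replicates over genes were 0.9973 for co-culture, 0.9976 for OP9, 0.9896 for NIH3T3 and 0.9963 for MC3T3 cells, and genes are not independent replicates.

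The labels call the arrays of a group biological replicates. The lists were chemokines, interferon response, antigen processing and MHC class I, NF-kB pathway and targets, complement and acute phase, adipocyte, immediate early, extracellular matrix, osteoblast, contractile and cytoskeletal, niche and B-lymphoid support factors, cell cycle, cholesterol synthesis, transcription factors of blood and B-lymphoid cells, ligands of the receptor ligand database, and markers of pre-B cells, leukocytes, macrophages and endothelium. Members called were counted over all genes tested and adjusted over the list alone. The lists with at least 3 tested genes, 18 in co-culture, and 6 of them in the other two comparisons, were tested with camera from limma at a correlation of 0.01, and with an estimated correlation and with fry as alternatives. The genes named in the text were drawn from sets fixed by a rule, and not every gene of these sets is named. These were the genes the paper names for a comparison and the stroma genes of its Tables 1 to 8 apart from an unmatched entry. They were also the 10 called genes with the largest fold in each direction whose arrays did not overlap. Up to 4 called members of each list with the largest fold completed the sets. Other members are named where they complete the description of a list, and were then chosen after their values were seen. The levels in the tables and the genes of Figure 3D had been seen in the paper.

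The model was tested on simulated data over 10084 genes, with the means of the co-culture comparison and the spread shared by all groups. Of genes changed upwards, 94% were called at 2.5-fold and 98% at 4-fold, and of those changed downwards 90% and 100%. There was 1 false call, and 1 of 100 random lists had p below 0.05. The simulated genes varied independently of each other, so the random lists cannot test the correlation preset for camera. In the data the estimated correlation was 0.187 for the MHC class I list. Alternatives were no filter and a filter at 200, quantile normalization, median scaling, a pseudocount of 16, the arrays compared alone, a trend and robust prior, the replicate number as a block, the mean of the probe sets of a gene, leaving out _x_at and _s_at probe sets, each probe set on its own, no minimum fold, a 5-fold minimum and leaving out each array in turn. No arrays or columns were left out of the main analysis. With 2 arrays per group, other splits of the arrays could not give a test.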

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

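The tests of RNA carried over from pre-B cells, of the state of the control arrays and of the scaling between arrays were chosen only after the result was seen.

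Genes of the interferon response and of the NF-kB pathway, groups for which the text of the paper reports no result in co-culture, were higher in co-cultured OP9 cells, with median log2 fold changes of 1.60 and 1.44 over their lists. The scaling between arrays is argued against, since 100% of the 40 genes called higher in the chemokine, interferon, NF-kB and blood transcription factor lists, Spib among them, remained called under quantile normalization and under median scaling. RNA of 230-238 pre-B cells carried into the sorted OP9 cells is a possible explanation, since 5 of 40 pre-B and leukocyte markers were called higher in a test without the level filter. It and a response of the stromal cells to the pre-B cells cannot be told apart for these genes as a group, because their levels in 230-238 cells were not analysed here. A difference in sorting or harvest between co-culture and control is confounded with the groups and was not tested.

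Some markers of pre-B cells and of leukocytes, which the paper does not report, were higher in co-cultured OP9 cells, though at low levels. Other markers were not low there, such as Ebf1 at 1399 and Lsp1 at 257, against 2034 and 208 in the control. Without the level filter, 5 of 40 were called higher, namely Vpreb1, Pou2af1, Ptprc, Cd53 and Arhgdib, and 0 lower (13 and 2 at an unadjusted p under 0.05 from limma), and camera from limma on all of them gave p = 3.29e-05, or p = 0.0813 with an estimated correlation. The called markers lay at 133 or below in co-culture, and Igll1 and Cd79a differed by 14.8 and 10.8 without passing the test. No array of B-lymphoid cells alone entered the choice of probe sets, so a marker may be read from one with high background. The count of called markers may then be too low. Arhgdib was at 3830 in MC3T3 cells, so it is not specific to leukocytes here. Coro1a, a leukocyte gene outside the marker list that Figure 3D shows as higher and that was chosen after its values were seen, went from 24.9 to 120.6, 4.84-fold (adjusted p = 0.000152 from limma). RNA of 230-238 cells left after the sort for red cells, a candidate source, and expression by the stromal cells cannot be told apart for these genes, since their levels in 230-238 cells were not analysed here.

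Immediate early genes, which serum and other stimuli induce rapidly, are not discussed in the text of the paper. They had a median log2 fold change of -0.90 over the list in co-culture, with 12 of 29 called lower and 1 higher. The call of the list was lost with an estimated correlation (adjusted p = 0.0584 from limma). Further settings with an estimated correlation were added after the values were seen. The list passed with no filter (adjusted p = 0.0179 from limma) but not with the 4 compared arrays alone (adjusted p = 0.223 from limma). Over the 12 called lower, the OP9 control lay above the mean of NIH3T3 and MC3T3 cells by a median log2 difference of 2.41. For the co-cultured cells this median was 0.35. Of the 12, 9 were higher in the control than in both other lines, and in co-culture 4 lay above both and 4 below both. The 12 were picked as lower in co-culture, which favours a high control. Over all 29 tested genes the control lay above NIH3T3 cells by a median log2 difference of 0.94 and above MC3T3 cells by 1.57. A state of the control arrays at harvest, a possible explanation, and an effect of the pre-B cells cannot be told apart, because each group has its own culture. The scaling between arrays is argued against, since 100% of the 12 remained called under quantile normalization and median scaling. Without this list, a setting added after the values were seen, 559 genes were called in co-culture.

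Genes of antigen processing and MHC class I had a median log2 fold change of 1.19 in co-culture. The genes of fat cells had a median of -1.01. The osteoblast genes had a median of -1.02, over 8 tested genes. For the cell cycle genes the median was -0.79, and for the genes of cholesterol synthesis it was -0.66. The text of the paper reports no result for these groups in co-culture, and each shifted against the other genes in camera from limma, with the adjusted p given beside its count. With the level filter and an estimated correlation only the fat cell list among them passed (adjusted p = 0.0143 from limma), with an adjusted p = 0.0584 for the MHC class I and cell cycle lists and 0.118 for the osteoblast and cholesterol lists. Further settings with an estimated correlation were added after the values were seen. With no filter, the fat cell, MHC class I and cell cycle lists passed (adjusted p = 0.00744, 0.0396 and 0.031 from limma). The osteoblast and cholesterol lists did not (adjusted p = 0.124 and 0.0603 from limma). With the 4 compared arrays alone, none of these lists passed. The adjusted p from limma was then 0.0855 for the fat cell, MHC class I and cell cycle lists. For the osteoblast and cholesterol lists it was 0.223 and 0.205.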

How the results depend on the processing

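Leaving the immediate early list out of the co-culture count, taking the probe set nearest to the paper's values and estimating the correlation with no filter or with the 4 compared arrays alone were the tests chosen only after the result was seen. With no minimum fold, 4314 genes were called in co-culture (1674 higher, 2640 lower), 7855 in OP9 against NIH3T3 cells (4659 and 3196) and 6713 in OP9 against MC3T3 cells (3588 and 3125), and with a 5-fold minimum 63 (38 and 25), 851 (612 and 239) and 553 (322 and 231). With each probe set tested on its own the counts were 1004 (455 and 549), 6107 (3893 and 2214) and 3764 (1948 and 1816), since a gene then counts once per probe set and probe sets without a gene name are included. At the criteria of Figure 3D, 120 probe sets passed, and 41 genes with the mean of probe sets. Of the database genes, 116 were called in OP9 against NIH3T3 cells with no minimum fold and 34 with a 5-fold minimum, against 69. With an estimated correlation, 4 lists were called in co-culture, against 9, and 3 in OP9 against NIH3T3 cells, against 5, and fry, which does not compare a list with other genes, called 16 in co-culture. For the osteoblast list in OP9 against MC3T3 cells fry ran downwards (adjusted p = 7.61e-05 from limma) and camera upwards without passing, and the cause was not tested.

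Nearly every gene with a 2-fold difference passed the adjusted p (572 of 572 in co-culture, 3106 of 3106 and 2011 of 2012 in the other two), so the minimum fold sets the counts, and equal counts under another estimate of the spread are not evidence of stability. At any fold, 5728 genes were called in co-culture with the 4 compared arrays alone, 4514 with a trend and robust prior and 2754 to 2844 without an array. Replicate numbers are shared by the groups, but same-numbered arrays deviated together with correlations of only -0.004 to 0.181, and the replicate block gave 572, 3106 and 2011 genes, and 4233 at any fold in co-culture. Without an array the counts were 557 to 572, 3040 to 3236 and 2017 to 2049, with the lone array assumed to vary like the other groups, and 528 to 544 of the 572 co-culture genes were shared, against 521 under quantile normalization, 563 under median scaling, 487 with a pseudocount of 16, 421 with the mean of probe sets and 476 with the filter at 200, which tests fewer genes. Of the genes called in OP9 against NIH3T3 cells, 6 had the opposite sign with the mean of probe sets, 7 without the _x_at and _s_at probe sets and 1 under quantile normalization, and of those called against MC3T3 cells 1 did without the _x_at and _s_at probe sets, and for the sign changes the cause was not tested. Of 284 results for named genes, 266 kept their call or its absence under all alternatives that gave them a value, 16 lost a call under some, 2 gained one (Notch3 in co-culture under quantile normalization, Osmr against MC3T3 cells without OP9 replicate 2, log2 difference 1.05) and 0 reversed. The 16 were Bmp4, Ncam1, Vegfa, Idi1, Fgfr3, Omd, Cp and Dmp1 in co-culture, Dmp1, Igll1 and Cd14 in OP9 against NIH3T3 cells, and Cd80, Bcl6, Lsp1, Id3 and Lmna in OP9 against MC3T3 cells. A single array decided the call in part of them. In co-culture the log2 fold change was -0.95 for Bmp4 without co-culture replicate 2. Without co-culture replicate 1 it was -0.98 for Ncam1 and 0.99 for Vegfa. It was -0.91 for Idi1 without OP9 replicate 2. Without OP9 replicate 1 it was -0.98 for Fgfr3 and 0.994 for Vegfa. Against NIH3T3 cells, the log2 difference was -0.843 for Igll1 and -0.988 for Cd14 without OP9 replicate 1. For Igll1 it was -0.75 without NIH3T3 replicate 1. Against MC3T3 cells it was 0.954 for Lsp1 without MC3T3 replicate 2 and 0.942 for Id3 without OP9 replicate 1. Cd80 against MC3T3 cells lost its call on the adjusted p without OP9 replicate 2, at 1.075. Without MC3T3 replicate 1 its log2 difference was 0.962. Without Dmp1's _x_at and _s_at probe sets its log2 fold change was -0.63 in co-culture and 0.97 in OP9 against NIH3T3 cells. Of the levels of the genes of Tables 1 to 8 under alternatives, 113 moved by more than the spread between arrays and 277 did not. The contractile list in OP9 against MC3T3 cells passed with the 4 compared arrays alone (adjusted p = 0.046 from limma) and with no filter (adjusted p = 0.0308 from limma). In co-culture the niche list passed with the 4 compared arrays alone (adjusted p = 0.0491 from limma), and the contractile and the blood transcription factor list with no filter (adjusted p = 0.0146 and 0.00426 from limma), but none of these calls of the niche, contractile and blood transcription factor lists held with an estimated correlation (adjusted p = 0.342, 0.26 and 0.0641), nor did those of the contractile list against MC3T3 cells (adjusted p = 0.178 with the 4 arrays and 0.3 with no filter). With an estimated correlation, 6 lists were called in co-culture and 3 in OP9 against NIH3T3 cells with no filter, the chemokine list losing its call (adjusted p = 0.112), and with the 4 compared arrays alone, which leaves few degrees of freedom, 0 lists were called in each of the 3 comparisons. Arrays give no depth, and values near the array medians of 41.77 to 44.99 are not far above background, which limits folds against them.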

Differences from the paper's values

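The test of the nearest probe set was chosen only after the values were seen. For the 26 stroma genes compared here, the tables of the paper give 28 entries in 3 cell lines, and an entry given as similar to ornithine decarboxylase, which was not matched to a gene, was left out. Of the 84 values, 45 differed from the mean of the 2 arrays here by more than the spread between the arrays and by more than 1.5 times. The paper states no error for them. The values used here already include the normalization between arrays by the authors. The paper normalized all arrays of its receptor ligand analysis together, including arrays of hematopoietic cells, which were not analysed here. For NIH3T3 and MC3T3 cells it names RMA normalized values taken from dChip, without saying which arrays were normalized together. The OP9 arrays used here are also the control of the co-culture, which the paper describes as kept in conditioned medium. Its methods name the data set used here for the values of the 3 lines, and its table note gives OP9 values as means of 2 experiments, the number of arrays of OP9 cells without pre-B cells in this data set. Bmp4 was 366 in OP9, 34.5 in NIH3T3 and 167 in MC3T3 cells, against the paper's 1335, 66 and 252. Bmpr1a was 985 in OP9, 840.2 in NIH3T3 and 832 in MC3T3 cells, against the paper's 497, 274 and 384. The second entry for Bmpr1a in the paper's tables gives the paper's values 327 for OP9, 377 for NIH3T3 and 287 for MC3T3 cells, against the same values here. Cxcl12 was 20530 in OP9 and 524 in MC3T3 cells, against the paper's 12222 and 798. Ereg was 65.1 in OP9 and 237 in MC3T3 cells, against the paper's 422 and 153. Jam2 was 24.6 in NIH3T3 cells, against the paper's 16. Jam3 was 231 in OP9 cells, against the paper's 152. Notch3 was 180.3 in OP9 cells, against the paper's 367. Osmr was 309 in OP9 cells, against the paper's 1151. Tgfa was 52.1 in OP9, 57.95 in NIH3T3 and 44.1 in MC3T3 cells, against the paper's 261, 13 and 21. Vcam1 was 3140 in OP9, 459 in NIH3T3 and 2669 in MC3T3 cells, against the paper's 692, 182 and 929. Vegfa was 1616 in NIH3T3 and 337 in MC3T3 cells, against the paper's 1006 and 169. The second entry for Vegfa, with the paper's values 275 for OP9, 1872 for NIH3T3 and 387 for MC3T3 cells, did not differ from the values here in any line. Vegfb was 1134 in OP9, 391 in NIH3T3 and 1053 in MC3T3 cells, against the paper's 174, 191 and 639. Il1rn was 46.4 in NIH3T3 and 44.5 in MC3T3 cells, against the paper's 16 and 10. Il7 was 304 in OP9, 17.9 in NIH3T3 and 164 in MC3T3 cells, against the paper's 189, 92 and 255. Ccl25 was 155 in MC3T3 cells, against the paper's 100. Cd80 was 281 in OP9 and 129 in MC3T3 cells, against the paper's 462 and 71. Ncam1 was 398 in OP9 cells, against the paper's 129. Pdgfra was 7078 in OP9, 2327 in NIH3T3 and 826 in MC3T3 cells, against the paper's 2140, 1066 and 445. Pdgfrb was 3081 in OP9 cells, against the paper's 1829. Ccl2 was 129 in OP9 cells, against the paper's 239. Tgfbr2 was 1646 in OP9, 1066 in NIH3T3 and 2129 in MC3T3 cells, against the paper's 171, 85 and 253.

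For each of the 45 values, 5 alternatives set before the data were examined were run, namely the mean of the probe sets of a gene, quantile normalization, median scaling and leaving out each array of the line. For 28 values all 5 still differed, 8 of them on the other side of the paper's value with the mean of the probe sets, and for the other 17 the exceptions follow. With the mean of the probe sets of a gene, Bmpr1a (second entry) in OP9, Bmpr1a (second entry) in MC3T3, Jam2 in NIH3T3, Vegfa in NIH3T3, Il7 in OP9, Ccl25 in MC3T3, Cd80 in MC3T3, Pdgfra in OP9, Pdgfrb in OP9, Tgfbr2 in OP9, Tgfbr2 in NIH3T3 and Tgfbr2 in MC3T3 no longer differed. With quantile normalization, Ereg in MC3T3, Jam2 in NIH3T3 and Jam3 in OP9 no longer differed. With median scaling, Bmp4 in MC3T3, Cxcl12 in MC3T3 and Jam2 in NIH3T3 no longer differed. Among the settings that left out an array, Bmp4 in MC3T3 and Cxcl12 in MC3T3 no longer differed without MC3T3 replicate 1, Il7 in MC3T3 and Ccl25 in MC3T3 no longer differed without MC3T3 replicate 2, Jam2 in NIH3T3 no longer differed without NIH3T3 replicate 2 and Jam3 in OP9 and Il7 in OP9 no longer differed without OP9 replicate 1. With the mean of the probe sets 9 values lay below the paper's instead of above and still differed, namely 226 for Bmpr1a in OP9, 174 in NIH3T3, also against the second entry, and 223 in MC3T3, 4031 for Cxcl12 in OP9, 81.7 for Jam3 in OP9, 66.8 for Ncam1 in OP9, and 463 and 259 for Pdgfra in NIH3T3 and MC3T3. For every pair of value and alternative not named here the difference stayed in the same direction. With the probe set nearest to the paper's NIH3T3 and MC3T3 values, a choice made after seeing the values, 369.7 for Bmpr1a in OP9, 249 for Bmpr1a in NIH3T3, 355 for Bmpr1a in MC3T3, 419 for Bmpr1a (second entry) in OP9, 325 for Bmpr1a (second entry) in NIH3T3, 18.4 for Jam2 in NIH3T3, 17.8 for Tgfa in MC3T3, 1379 for Vegfa in NIH3T3, 14.8 for Il1rn in NIH3T3, 14.3 for Il1rn in MC3T3, 97.3 for Ccl25 in MC3T3 and 90.2 for Cd80 in MC3T3 no longer differed, while over all 28 entries 19 OP9, 7 NIH3T3 and 10 MC3T3 values differed, against 18, 12 and 15 with the probe set used here. In OP9 cells 3 values differed with that probe set and not with the one used here, namely 33.6 for Jam2, 1931 for Il1rn and 60.7 for Ccl25, against the paper's 201, 3515 and 123.

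Q-PCR folds for 230-238 co-culture are about 3 for Spib in Fig. 4B, read by eye, against 34.3-fold on the arrays, and about 8 for Cxcl10 in Fig. 4B, read by eye, against 2.41-fold in a fit without the level filter, which Cxcl10 did not pass. For Spib the difference stayed under all alternatives set before the data were examined that were run for it, and for Cxcl10, which was not tested under the level filter, none of them was run. Q-PCR and arrays are different assays, and the control means on the arrays, 21.2 for Spib and 30.5 for Cxcl10, lay below the array medians, so both array folds depend on the background and are not exact values. The legend of Fig. 4 gives the variation in a single one of its experiments. The paper reports that the induction with BaF3 cells varied between experiments. Whether the Q-PCR and the arrays share an experiment is not stated. For Ccn3 the array fold of 5.01 did not differ from the paper's about 4 in Fig. 4B, read by eye, although it did with the mean of probe sets and without the _x_at and _s_at probe sets. For Osmr the control mean of 309 did not differ from about 450 in Fig. 3D, read by eye, although it did with the mean of probe sets and under quantile normalization. For Ccl9 the means of 13530 in co-culture and 1657 in the control did not differ from about 18000 and 2300 in that figure. With the mean of probe sets, at 11570 and 1250, both did.

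In the paper's tables Ereg lies above 100 and is highest in OP9 cells among the lines, whereas here its mean was 65.1 in OP9 and 338 in NIH3T3 cells. The tables list Tgfa as a gene of OP9 cells above 100, and here the means of all lines lay below 100. Another probe set of Tgfa had means of 69.4 in OP9, 20.1 in NIH3T3 and 17.8 in MC3T3 cells, with OP9 cells highest as in the tables. The paper calls Cxcl12 exclusive to OP9 cells where it compares them with NIH3T3 cells, and here NIH3T3 cells had 22.7 and MC3T3 cells 524, which is above 100. The entries of the tables give 55 orders of OP9 cells against NIH3T3 or MC3T3 cells and 1 tie, and 44 of the orders were the same here and 11 opposite. Of these 11, 3 were at least 2-fold here, namely Ereg against both lines and Vegfb against NIH3T3 cells, which the tables place above OP9 cells and which was 2.90-fold higher in OP9 cells here (adjusted p = 1.13e-06 from limma). The other 8 were below 2-fold. They were Vcam1, Vegfb and Il7, with MC3T3 cells above OP9 cells in the tables and below them here (adjusted p = 0.0277, 0.277 and 9.78e-05 from limma), Ccl25 and the first entry of Vegfa, with MC3T3 cells below OP9 cells in the tables and above them here, Tgfa and Tgfbr3, with NIH3T3 cells below in the tables and above here, and the second entry of Bmpr1a, with NIH3T3 cells above in the tables and below here. Another probe set of Vcam1 had means of 1518 in OP9 and 1578 in MC3T3 cells. From Figure 3D, 40 genes shown as higher and 29 shown as lower were read. Of those tested here, 29 of 29 shown as higher and 21 of 21 shown as lower had the same direction. At least 5-fold was reached here by 26 of the 29 and 18 of the 21. The study drew the figure from its own arrays of this comparison with a 5-fold minimum, so the shared direction is not independent evidence.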

Other observations

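Genes of the extracellular matrix and of the contractile apparatus moved in both directions in co-cultured OP9 cells. Of 35 matrix genes, 8 were lower and 3 higher, over all genes and adjusted over the list alone (camera from limma, adjusted p = 0.79), with Npnt, encoding nephronectin, and Tnc, encoding tenascin C, 10.4-fold and 9.56-fold lower and Tgfbi, Dcn and Fbln2 higher by 2.53, 1.77 and 1.02 on the log2 scale. Of 24 contractile and cytoskeletal genes, 4 were lower and 1 higher, also adjusted over the list alone (camera from limma, adjusted p = 0.105), and Acta2 went from 8255 ± 581 to 1251 ± 93.9 (SD, n = 2), 6.60-fold lower (adjusted p = 5.01e-06 from limma). Of 8 osteoblast genes, Phex, Dmp1, Omd and Fgfr3, 4 in all, were lower and none was higher by limma, also adjusted over the list alone, with 6 and 1 at an unadjusted p under 0.05 (camera from limma, adjusted p = 0.0229, and adjusted p = 0.118 with an estimated correlation). Dmp1 was below 2-fold without the _x_at and _s_at probe sets, and Fgfr3 and Omd were below it with a pseudocount of 16, Fgfr3 also without OP9 replicate 1 (log2 fold change of -0.98). Of 16 genes of cholesterol synthesis, 2, Sqle and Idi1, were lower by 2.13-fold and 2.01-fold and none was higher, also adjusted over the list alone, with 16 and 0 at an unadjusted p under 0.05 (camera from limma, adjusted p = 3.11e-06, and adjusted p = 0.118 with an estimated correlation), and Idi1 was below 2-fold under quantile normalization, with a pseudocount of 16 and without OP9 replicate 2 (log2 fold changes of -0.95, -0.98 and -0.91). Among 8 genes of complement and acute phase, C1s1 and Cp were higher (Cp by 0.92 on the log2 scale, below 2-fold, with the mean of probe sets) and Lcn2 and Orm1 lower, 2 and 2 also adjusted over the list alone (camera from limma, adjusted p = 0.268). Among 45 ligands of the database, 4 were higher and 6 lower, also adjusted over the list alone (camera from limma, adjusted p = 0.516), with Icam1, encoding an adhesion molecule, 6.97-fold and Vegfc 3.09-fold higher. In the whole database, 19 receptors and ligands were higher and 12 lower in co-culture, also adjusted over the list alone. With the level filter, none of 4 pre-B markers and of 2 endothelial markers was called by limma (1 higher and 1 lower, and 1 higher, at an unadjusted p under 0.05), and of 7 pan-leukocyte markers Arhgdib was higher and of 3 macrophage markers Lyz1 was lower, with the same counts adjusted over each list alone (camera from limma, adjusted p = 0.434, 0.268 and 0.437 for the pre-B, pan-leukocyte and macrophage lists). For the macrophage list the median log2 fold change was 0.16, the mean -0.30 and the direction of camera upwards. Without the filter camera from limma gave an adjusted p = 0.0038 for the pre-B and 0.00243 for the pan-leukocyte list, and adjusted p = 0.145 and 0.127 with an estimated correlation, a setting added after the values were seen.

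Against MC3T3 cells, OP9 cells were higher for genes of fat cells, the matrix and the niche and lower for genes of the cell cycle. Of 28 genes of fat cells 18 were higher and 2 lower, of 35 matrix genes 18 and 4, and of 22 niche factors 12 and 1, also adjusted over each list alone (camera from limma, adjusted p = 0.000126 for each, and adjusted p = 0.0186 with an estimated correlation). Lpl, encoding lipoprotein lipase, was at 13160 ± 113 (SD, n = 2) in OP9 and 18.8 ± 6.6 (SD, n = 2) in MC3T3 cells, 724-fold higher, and Angpt1, encoding a vascular growth factor, was 147-fold higher (adjusted p = 2.03e-08 and 1.07e-08 from limma). Of 30 cell cycle genes, 28 were lower in OP9 cells and none was higher by limma, also adjusted over the list alone, with 30 and 0 at an unadjusted p under 0.05 (camera from limma, adjusted p = 8.38e-14, and adjusted p = 0.0186 with an estimated correlation), with Mcm5, encoding a replication helicase subunit, 8.44-fold lower. With the 4 compared arrays alone and an estimated correlation, a setting added after the values were seen, none of these 4 lists passed (adjusted p = 0.0769 for each from limma). Slit2, encoding a guidance factor, and Cd34 were 228-fold and 337-fold lower in OP9 than in MC3T3 cells. Of 8 osteoblast genes 2 were higher and 2 lower (camera from limma, upwards, adjusted p = 0.706), with a median log2 difference of 0.45 and a mean of -0.05, Dmp1, a gene of bone matrix, being 17.5-fold lower in OP9 cells, and of 24 contractile genes 5 were higher and 2 lower (camera from limma, adjusted p = 0.0595), also adjusted over each list alone. Ccn3, at 1106 ± 97.2 (SD, n = 2) in MC3T3 cells, was 37.4-fold lower in OP9 cells (adjusted p = 2.19e-08 from limma). In all, 1062 genes were higher and 949 lower in OP9 than in MC3T3 cells, and of the database 30 and 18, also adjusted over the list alone. The OP9 arrays are the co-culture control here as well, so line and culture condition cannot be told apart.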
